# Cancer co-opts differentiation of B-cell precursors into macrophage-like cells

**DOI:** 10.1038/s41467-022-33117-y

**Published:** 2022-09-14

**Authors:** Chen Chen, Bongsoo Park, Emeline Ragonnaud, Monica Bodogai, Xin Wang, Le Zong, Jung-Min Lee, Isabel Beerman, Arya Biragyn

**Keywords:** Immunosurveillance, Tumour immunology, Monocytes and macrophages, Gene regulation in immune cells

## Abstract

We have recently reported that some cancers induce accumulation of bone marrow (BM) B-cell precursors in the spleen to convert them into metastasis-promoting, immunosuppressive B cells. Here, using various murine tumor models and samples from humans with breast and ovarian cancers, we provide evidence that cancers also co-opt differentiation of these B-cell precursors to generate macrophage-like cells (termed B-MF). We link the transdifferentiation to a small subset of CSF1R^+^ Pax5^Low^ cells within BM pre-B and immature B cells responding to cancer-secreted M-CSF with downregulation of the transcription factor Pax5 via CSF1R signaling. Although the primary source of tumor-associated macrophages is monocytes, B-MFs are phenotypically and functionally distinguishable. Compared to monocyte-derived macrophages, B-MFs more efficiently phagocytize apoptotic cells, suppress proliferation of T cells and induce FoxP3^+^ regulatory T cells. In mouse tumor models, B-MFs promote shrinkage of the tumor-infiltrating IFNγ^+^ CD4 T cell pool and increase cancer progression and metastasis, suggesting that this cancer-induced transdifferentiation pathway is functionally relevant and hence could serve as an immunotherapeutic target.

## Abstract (web summary)

The tumour microenvironment has been shown to change the phenotypes and functionality of immune cells to enable tumour propagation. Here authors show that cancers can derail B cell development to give rise to macrophage-like cells, contributing to cancer progression and metastasis via disabling local T cell response.

## Introduction

The role of B cells in cancer remains poorly understood, as their presence is positively and negatively associated with the disease outcome. Even in the same murine tumor models, different types of B cells promote or retard cancer escape, thereby affecting the progression of B16-F10 melanoma in C57BL/6 mice^1,2^ and lung metastasis of orthotopic 4T1 breast cancer cells in BALB/c mice^3,4^. At least some cancer-promoting functions of B cells can be attributed to their regulatory subsets, such as TGFβ^+^ CD25^+^ Bregs (tBregs), which support lung metastasis by inducing FoxP3^+^ Tregs or educating MDSCs via targeting TGFβRII^5,6^. The generation and activation of B cells and Bregs, in turn, is regulated by cancer-secreted factors, such as B lymphocyte stimulator (BLyS/BAFF), thymic stromal lymphopoietin (TSLP), colony-stimulating factors (M-CSF, GM-CSF, and G-CSF), and lipid mediators such as 5-lipoxygenase (5-LO) metabolites^5,7–11^. For example, we recently reported that cancer remotely downregulates CXCR4 and α4β1 integrin on pro-B and pre-B cells in the bone marrow (BM) using TSLP to cause their premature emigration and accumulation in the spleen^11^. It is to convert these cells into tBregs by targeting PPARα signaling with 5-LO metabolites^8^. We also found that TSLP from cancers prepares the metastasis “soil”, such as inducing expression of CCL17 in the lungs to recruit CCR4^+^ cancer cells and their protector CCR4^+^FoxP3^+^ Tregs and Th2-skewed CD4^+^ T cells^7,12^. Cancer-secreted or induced M-CSF and GM-CSF promotes differentiation and survival of cancer-promoting myeloid suppressive cells and tumor-associated macrophages (TAM) from BM monocytes^9,10^. However, their role in the differentiation of lymphocytes remains poorly understood. Although bifurcation of myeloid and lymphoid lineage from multipotent progenitors occurs before specialization of B-cell progenitors in BM and monocytes give rise to macrophages, B-cell precursors appear to retain the macrophage-differentiation potential, as they can transdifferentiate into macrophages after forced expression or deletion of single transcription factors^13,14^. In naïve mice, a small subset of biphenotypic pro-B cells (CD19^+^B220^+^CD16/32^++^CD11b^+^) with non-rearranged B-cell receptor (BCR) genes is recently reported to acquire macrophage phenotypes, albeit at very low levels^15^. The biological consequence of this rare event and whether cancers affect the B-cell-to-macrophage transdifferentiation remain unknown.

Here, we report that cancers transdifferentiate the bona fide BM B-cell precursors, including Csf1R^+^Pax5^Low^ pre-B and immature IgM^+^ B cells, into TAM (termed B-MF) using M-CSF. Unlike monocyte-derived TAM^10^, cancers use B-MF to mediate escape and metastasis via suppressing antitumor IFNγ^+^CD4^+^ T cells. This does not appear to be a mouse-specific phenomenon, as B-MF-like cells and their transcriptional signature can be detected in patients with breast and ovarian cancers and in published scRNA sequence data of human cancers.

## Results

### TAM expresses B-cell markers

We previously reported that some cancers mobilize BM B-cell precursors in the spleen^11^ to convert them into TGFβ^+^ tBregs^5,6,8^. Microarray transcription profiling of these B cells in the spleen of BALB/c mice with orthotopic 4T1.2 breast cancer (a model for human triple-negative breast cancer^16^) surprisingly revealed significant upregulation of macrophage-associated genes, such as *CD68*, *Csf1r* (encodes CSF1R), *Cebpb* (CCAAT Enhancer binding protein beta), *Cebpg* (CCAAT Enhancer binding protein gamma), *Ccl2* (CCL2), and *Csf1* (M-CSF) (Fig. 1a). Given that CEBPB and CSF1R play essential roles in defining macrophage fate^13,17^ and that the biphenotypic B-cell progenitors and B1 B cells can generate macrophages in mice^15,18^, we tested whether cancer induces the macrophage-like cells from pre-B cells by FACS evaluating tumor-infiltrating CD19^+^ B cells (TIB) and macrophages (TAM, based on F4/80^+^CD11b^+^)^19^ in B-cell sufficient (WT) and deficient BALB/c mice (μMT, where B cells do not differentiate beyond pro-B cells^20^) with 4T1.2 cancer. WT mice contained small numbers of F4/80^+^CD11b^+^ TIB and CD19^+^ and CD79a^+^ TAM, which were almost undetectable in μMT mice (Fig. 1b, gating strategy is in Supplementary Fig. 1a). Compared with CD79^−^ TAM (presumably bona fide macrophages), the CD79^+^ TAM expressed CD20, IgM, and IgD and significantly upregulated F4/80, CD11b, CD206, IL4Rα, and binding to Filipin (a fluorescent polyene antibiotic that detects cellular free cholesterol^21^) (Supplementary Fig. 1a, b). These cells (hereafter referred to as B-MF) were also found in primary tumors of C57BL/6 mice with s.c. MC38 colon cancer and in the tumor microenvironment (peritoneum) of mice with spontaneous ovarian Mogp cancer, but again were almost lost in μMT and J_H_T mice (Fig. 1c and Supplementary Fig. 1c–f), where B cells cannot differentiate beyond pro-B cells^20,22^. Immunohistochemistry staining for CD19 and CD68 (a marker of macrophages and mononuclear phagocytes^23^) also revealed a small number of CD19^+^ cells within CD68^+^ myeloid cells and clusters of CD19^+^ B cells in the primary tumors of WT mice with 4T1.2 and MC38 cancers (Fig. 1d and Supplementary Fig. 1g, h). We also evaluated B-MF in Mb1-Cre/Rosa-EYFP crossed (Mb1-EYFP) mice with or without peritoneal ID8 ovarian cancer, where Mb1-dependent Cre-recombinase causes B-cell-exclusive expression of EYFP (enhanced yellow fluorescent protein)^24^. Compared with tumor-free Mb1-EYFP (naïve) mice, the peritoneum of ID8 cancer-bearing mice was significantly enriched in B2 B cells and B-MF expressing EYFP (Fig. 1e, f and Supplementary Fig. 2a, b). The B-MF also upregulated the expression of CD274 and TGFβ/LAP (Supplementary Fig. 2c), two immunoregulatory factors^5,25,26^. In contrast, regardless of the tumor-bearing or naïve states of mice, these cells were only present at a small frequency in the spleen and LN (Supplementary Fig. 2a, b). In sum, we concluded that B-MF are derived from B cells, which cancer either expands, or de novo differentiates in the tumor microenvironment.

**Fig. 1:**
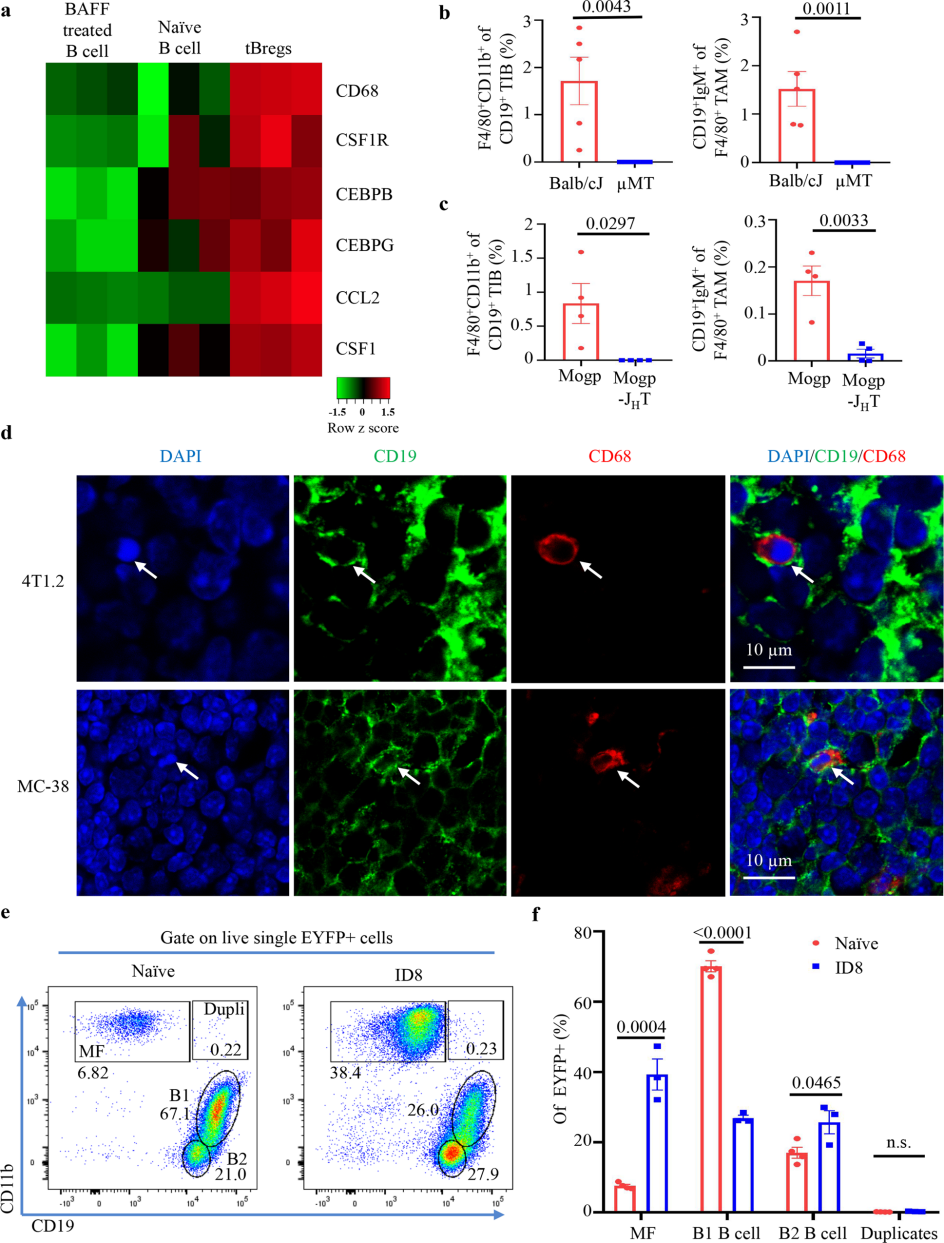
B-cell and macrophage marker co-expressing cells present in the TIB and TAM from cancer microenvironment. **a** mRNA microarray heatmap showing macrophage-specific gene expression in tBregs as compared with naïve or BAFF-treated B cells from spleen (*n* = 3 mice). Scale bar is for expression z-score. **b**, **c** FACS staining frequency (Mean ± SEM) of expression of macrophage (MF, F4/80^+^CD11b^+^) and B-cell (CD19^+^IgM^+^) surface markers in, respectively, TIB and TAM from the primary tumors of BALB/CJ and µMT mice with orthotopic 4T1.2 breast cancer (*n* = 5 for BALB/CJ, *n* = 6 for µMT **b**), and in the peritoneum of C57BL/6 and J_H_T mice with Mogp cancer (Mogp and Mogp-J_H_T, respectively, *n* = 4, **c**). *P-*values in **b** (*P* = 0.0043 and *P* = 0.0011 are for indicated cells in BALB/CJ vs µMT) and **c** (*P* = 0.0297, *P* = 0.0033 are for indicated cells in Mogp vs Mogp-J_H_T) were calculated using two-tailed unpaired *t-*test. Gating strategy is shown in Supplementary Fig. 1a. **d** Representative immunohistochemistry staining of primary tumors from BALB/c and C57BL/6 mice with 4T1.2 breast cancer (upper panel) and MC38 colon cancer (lower panel) detects CD19^+^CD68^+^ cells withing B cells (CD19^+^) and myeloid phagocytes (CD68^+^, *n* = 3 mice per group). Scale bar is for 10 μm. **e**, **f** ID8 cancer-bearing MB1-EYFP mice significantly increase MB1-EYFP^+^ cells in the peritoneum with ID8 cancer as compared to that of naïve EYFP mice. Representative FACS plot and Mean frequency ± SEM (*n* = 3 mice) of MF, B1 B cells (B1) and B2 B cells withing EYFP cells are shown in **e** and **f**, respectively. *P*-values in **f** were calculated using two-tailed unpaired *t*-test (MF *P* = 0.0004; B1 B cell *P* < 0.0001; B2 B cell *P* = 0.0465 Naïve vs ID8). Consistent with marked loss of CD19 in B-MF, only negligible frequency of CD19^+^F4/80^+^CD11b^+^EYFP^+^ cells (Dupli or duplicates) are detected in both naïve and ID8 cancer-bearing mice. Results in **b**, **c**, and **e** were ind**e**pendently reproduced at least three times. From here on, Error bars are for SEM.

### Cancer induces B-cell transdifferentiation

Because B-MF could be misinterpreted as trogocytosis or cell fusion^27,28^, we performed a series of B-cell differentiation experiments using highly FACS-purified CD19^+^B220^+^ B cells (Lin^−^, >99% purity, Supplementary Fig. 3a) from BM of naïve mice. The cells were cultured in a conditioned medium (CM) of 4T1.2 cancer cells (4T1.2-CM) to FACS-evaluate surface expression of B-cell and macrophage markers. B cells gradually became CD11b^+^F4/80^+^ while downregulating CD19 and some CD79a expression by 7–8 days of incubation in 4T1-CM (Fig. 2a, b and Supplementary Fig. 3b). After 14-day culture, the cells remained IgM^+^CD11b^High^F4/80^High^ but further decreased CD19 and CD79a (Supplementary Fig. 3c). From here on, to capture these cells in “transition”, we used 7-day incubation for experimental timepoints, unless specified otherwise. To further examine these cells, we performed single-cell Imagestream FACS analysis and confirmed the Mb1-EYFP^+^/CD79^+^ cells expressed CD20, F4/80, and CD11b and were larger in size than bona fide B cells (Fig. 2c and Supplementary Fig. 3d). B-MF also acquired additional macrophage features, such as the ability to adhere to plastic and phagocytize fluorochrome-labelled *E. coli* (Supplementary Fig. 3e). By culturing FACS-purified B-cell subsets in 4T1.2-CM, we linked the B-MF generation to BM B-cell precursors and immature IgM^+^ B cells (collectively termed as BMBP), but not to peripheral B cells in naïve mice, including splenic transitional, follicular (FOB), or marginal zone (MZB) B cells (Fig. 2e, f; Supplementary Fig. 3f; gating strategy in Supplementary Fig. 3g). Similarly, CM from almost every type of cancer cells, except B16-F10 melanoma, induced the generation of B-MF from naïve mouse BMBP and the immortalized 70z/3 pre-B-cell line after 7 and 30 days of culture, respectively (Fig. 2g and Supplementary Fig. 3h–k). B cells cultured in the control cRPMI medium did not generate B-MF (Fig. 2d, g). To rule out trogocytosis/cell fusion, we performed in vitro and in vivo B-MF conversion assays using CD45.1 or CD45.2 alloantigen-expressing C57BL/6 mice. First, we cultured a mixture of FACS-purified EYFP^+^ BMBP from CD45.2^+^ mice and BM monocytes from CD45.1^+^ mice in 4T1.2-CM for 7 days to generate B-MF and monocyte-derived macrophages (Mo-MF). While a small fraction (1–3%) of cells co-expressed CD45.2 and CD45.1 (presumably a result of trogocytosis or cell fusion), the majority of B-MF and Mo-MF only expressed their parental single alloantigen, CD45.2 or CD45.1 (Fig. 2h and gating strategy and purity, Supplementary Fig. 4a, b), implying they were not derived from trogocytosis/cell fusion. To confirm this conclusion in vivo, we transferred FACS-purified EYFP^+^ BM B cells from naïve CD45.2^+^ mice into the peritoneum of CD45.1^+^ mice with a 21-day-old ID8 tumor (Fig. 2i). After 7 days, FACS analysis of the transferred cells revealed that only a very small fraction of them co-expressed CD45.1 and CD45.2/EYFP (presumably due to trogocytosis/cell fusion), while the majority of EYFP^+^ B-MF did not express CD45.1 (Fig. 2i, j and Supplementary Fig. 4c). Taken together, we concluded that cancer generates TAM by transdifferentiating BMBP in addition to their hitherto known source, monocytes^10^.

**Fig. 2:**
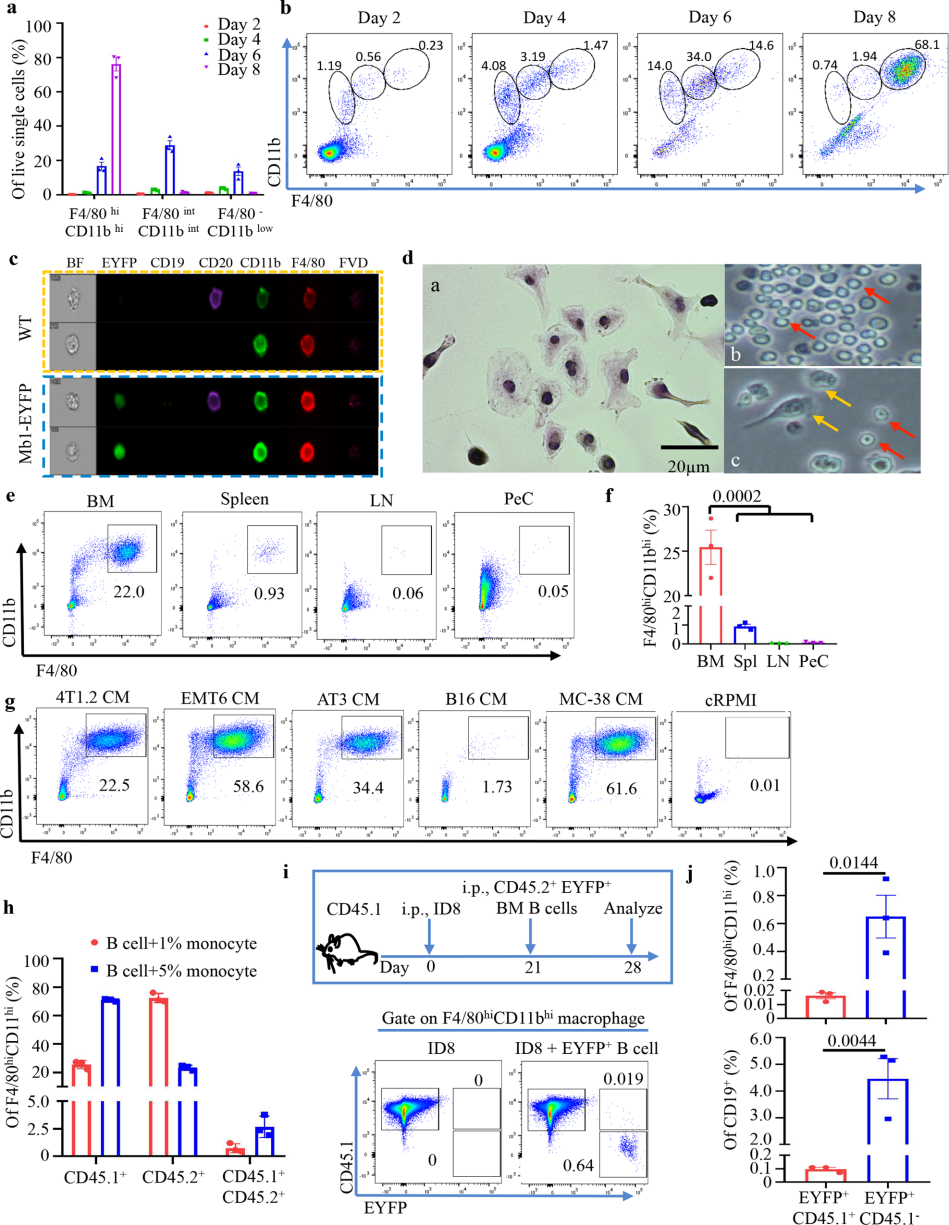
Cancer induces differentiation of macrophages from BM B cells. **a**, **b** 4T1.2-CM cause transdifferentiation of BM B cells. Mean frequency ± SEM of FACS staining (**a** *n* = 3 mice; and **b** representative FACS plots) to show gradual upregulation of macrophage markers in indicated gates (circles, b) after culture in 4T1.2-CM. Representative Imagestream (**c**) and Giemsa staining (**d**) images of in vitro-generated B-MF from naïve WT (**c**, **d**) and Mb-EYFP^+^ mice (bottom panel, **c**) showing co-expression of B-cell and MF markers (**c**), larger size and adherence to plastic (**d**). Red and Yellow arrows are for nonadherent B cells and adherent B-MF, respectively (bright light images, **d**). Scale bar is of 20 μm. **e**, **f** B-MF are generated from BM B cells. Representative FACS plot (**e**) and quantification (Mean frequency ± SEM, **f**, *n* = 3 mice, *P* = 0.0002 BM vs spleen, LN and PeC) of F4/80^hi^CD11b^hi^ B-MF converted from BM, spleen, inguinal LN, and PeC B cells of naïve BALB/c mice as in **e**. **g** Unlike control CM (B16-F10 cells or cRPMI), CM of indicated cancer cells induce the generation of B-MF from BM B cells. Numbers are for % of gated cells (B-MF, see Supplementary Fig. 3h for quantification results). **h**–**j** The B-MF generation is not a result of trogocytosis. **h** Frequency of CD45 isoforms from in vitro differentiation of BM CD45.2^+^ (EYFP^+^) B cells mixed with CD45.1^+^ monocytes (1% and 5%). *Y*-axis is for Mean frequency ± SEM of EYFP^+^/CD45.2^+^ and EYFP^−^/CD45.1^+^ cells within F4/80^+^CD11b^+^ cells, respectively (*n* = 3 mice, gating strategy in Supplementary Fig. 4a, b). **i** Schema of in vivo conversion of CD45.2^+^ (EYFP^+^) B cells in PeC of CD45.1^+^ mice with 21-day peritoneal ID8 tumor, and representative FACS plot (gaiting strategy is in Supplementary Fig. 4C). **j** Quantification of CD45.2 and CD45.1-expressing CD19^+^ (*P* = 0.0044) and F4/80^+^CD11b^+^ (*P* = 0.0144) cells (Mean frequency ± SEM, *n* = 3 mice). *P*-values in **f** and **j** were calculated using two-tailed unpaired *t*-test. Results were independently confirmed at least three times (**a/b**, **e**/**f**, and **g**) and twice (**c**, **d**, **h**, and **j**).

### B-MF transcription profiles are distinct from Mo-MF

To understand the nature of these B-MF, we compared their phenotypes to that of Mo-MF (generated in 4T1.2-CM, as described above). While both B-MF and Mo-MF highly upregulated F4/80 and CD11b but not DC and granulocyte markers (Supplementary Fig. 5a), adhered to plastic, showed similar cell size as peritoneal macrophages (Supplementary Fig. 5b), only B-MF expressed the B-cell-specific markers (CD79a and IgM, Fig. 3a, b and Supplementary Fig. 5c). In mRNA microarray analysis, B-MF and Mo-MF shared expression of numerous macrophage-related genes regardless of the origin (Supplementary Fig. 5d–f and Supplementary Data file 1), although principal component analysis (PCA) clearly separated the two cell types (Fig. 3c and Supplementary Data file 2). B-MF expressed higher levels of genes involved in fatty acid metabolism, oxidative phosphorylation, cell cycle, steroid-cholesterol biosynthesis, and downregulated expression of pro-inflammatory and IFNγ response genes (Fig. 3d, e). While Mo-MF were enriched for a M1-like transcription profile, M2-skewing was more pronounced in B-MF (Fig. 3e and Supplementary Fig. 5g). The unique transcription profiles were also confirmed in single-cell RNA sequencing (scRNA-seq) of B-MF (10,563) and Mo-MF (10,235) cells, with UMAP clustering identifying mostly separate cell clusters of the two cell types (Fig. 3f and Supplementary Data file 3). 

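The scRNA-seq data of cultured cells came from 2 libraries of B-MF and 2 libraries of Mo-MF, the macrophages generated in medium conditioned by 4T1.2 breast cancer cells from BM B cells and from monocytes, respectively. The authors counted the transcripts of each cell with Cell Ranger, corrected the counts with SCTransform, and deposited the natural logarithm of 1 plus each corrected count for 15855 genes in 20798 cells. The 2 B-MF libraries held 5237 and 5326 cells, with a median of 19403 and 18350 corrected counts and 3874 and 3400.5 detected genes per cell. The 2 Mo-MF libraries held 4846 and 5389 cells, with medians of 19469 and 19340 corrected counts and 3864 and 3773 genes. SCTransform brings cells to a shared depth, so these totals do not give the depth of sequencing. Every cell passed the minimum of 1000 detected genes in the paper's methods. The replicates of a cell type were not copies of each other: the chi-square statistic per gene between them was 13.7 in B-MF and 10.5 in Mo-MF, against 595 to 620 between libraries of different cell types.

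The libraries, rather than the cells, were taken as replicates. For each library the corrected counts of a gene were averaged over all cells, 0.1 was added, and the log2 values were compared by limma with Benjamini-Hochberg adjustment for the 8633 genes with a mean of at least 0.1. Differences are on this log2(mean + 0.1) scale, which understates the change of low genes. At an adjusted p of 0.05, 1955 genes were higher and 1458 genes were lower in B-MF than in Mo-MF. These counts moved most when a library was left out, to 3859 higher genes without B-MF replicate 2 and to 2934 lower genes without B-MF replicate 1. Among genes separating all libraries of both cell types, the 5 with the largest positive log2 differences were Id3, Nr4a1, Egr1, Fosb and St3gal5. Id3 had a mean of 2.65 and 2.25 corrected counts per cell in B-MF and of 0.0431 and 0.0494 in Mo-MF, a log2 difference of 4.12 (standard error 0.0765, adjusted p = 2.14e-08 from limma). The 5 with the largest negative differences were S100a9, S100a8, BC100530, Ngp and Lcn2. Without clusters of neutrophil-like, T/NK-like, B-like and dendritic-like cells, the difference of S100a9 went from -8.76 to -3.82. BC100530, Ngp and Lcn2 then had no value, and 27 calls had the opposite sign. S100a8 had a mean of 0.164 and 0.0560 in B-MF and of 53.9 and 43.6 in Mo-MF, a log2 difference of -7.90 (standard error 0.211, adjusted p = 1.01e-07 from limma), and 97.3% of the S100a8 counts of Mo-MF lay in clusters that met neutrophil markers.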

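Leiden clustering of the 20798 cultured cells, on 30 principal components of the 2000 most variable genes at resolution 0.5, gave 16 clusters. At least 90% of the cells were B-MF in 6 of these clusters and Mo-MF in 7, and these clusters together held 91.98% of all cells. Per library the share was 89.25% and 91.21% in B-MF and 93.83% and 93.71% in Mo-MF. The share was lowest when Mo-MF replicate 1 was left out, at 87.76%. The 3 remaining clusters held 1669 cells, among them a cluster of 915 cells led by cell cycle genes such as Cenpf, Ube2c and Birc5, of which 52.7% were B-MF. A separate cluster of 382 cells, led by Mcm6, Mcm5 and Uhrf1, also met the proliferation markers, and 99.7% of its cells were B-MF. The 2 largest clusters, with 4647 and 4119 cells, were 99.5% and 99.7% B-MF, and Egr1, Ier3 and Nrg1 led the first of them. The next 3 held 3376, 2760 and 1846 cells, of which 0.711%, 0.254% and 0.758% were B-MF. Among the 7 clusters of Mo-MF, those with 613 and 408 cells met the neutrophil markers. The 91.98% thus includes neutrophil-like cells, and no share was computed without them. The number of clusters depended on the resolution, with 10 at 0.25 and 21 at 1. From the separation of the cells, the paper concludes that B-MF and Mo-MF have unique transcription profiles.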

We distinguished 12 cell clusters with the Leiden algorithm, using shared nearest neighbor (SNN) in PCA space and identified the key genes establishing the six clusters accounting for the majority of single cells (Fig. 3g, h and Supplementary Fig. 5i). 

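Mrc1 lies on chromosome 2 of GRCm38, from 14229392 to 14332057. Its mean was 11.3 and 11.2 corrected counts per cell in the 2 B-MF libraries and 5.84 and 5.96 in the 2 Mo-MF libraries. The log2 difference was 0.92 (standard error 0.0494, adjusted p = 3.59e-06 from limma with Benjamini-Hochberg adjustment). When each library was left out in turn, it stayed between 0.91 and 0.94.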

B-MF appeared to be more phagocytic than Mo-MF, as they markedly upregulated *Mrc1* (encodes CD206, Fig. 3i). 

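Expression of the nuclear-encoded subunits of the respiratory chain complexes and ATP synthase was compared between the cultured cells as a set of 78 genes. Their median log2 difference between B-MF and Mo-MF was 0.16, with 63 genes higher and 15 lower in B-MF. At the adjusted p of 0.05 over all genes, 41 were higher and 3 were lower in B-MF, and 45 differed when adjusted over the list alone. Adjusted over the 8 gene sets tested, the set was higher in B-MF by limma's camera test with a preset correlation of 0.01 (adjusted p = 0.000152) and by limma's fry test (adjusted p = 0.0123). With the replicate number as a block, it passed neither test (camera, adjusted p = 0.0621, and fry, adjusted p = 0.0904). Without Mo-MF replicate 1 the median was 0.14 and the camera p, not adjusted, was 0.0847; the fry p was 0.0845 and 0.0837 without B-MF replicates 1 and 2. The 13 subunits encoded by the mitochondrial genome were all higher in B-MF, with a median log2 difference of 0.59 (limma's camera, adjusted p = 1e-07, and fry, adjusted p = 0.00958). With the block, these subunits passed camera (adjusted p = 7.96e-06) but not fry (adjusted p = 0.0904). Mitochondrial transcripts made up 7.92% and 7.70% of the corrected counts in B-MF and 5.07% and 5.24% in Mo-MF. A cluster of 709 cultured cells, led by Malat1, Tsix and mitochondrial genes such as mt-Atp6, was 76% B-MF. No fit left this cluster out, so its part in the mitochondrial difference is unknown.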

As in microarray analysis (Fig. 3d), expression of genes for oxidative phosphorylation were more upregulated in B-MF than Mo-MF (clusters 0, 4 and 6, Supplementary Fig. 5h), consistent with their M2-skewing^29^. Given the unique transcriptional signatures of the B-MF, we next examined scRNA profiles of TAM purified from four different mice with 4T1.2 cancer (Fig. 3j). 

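The TAM were sorted from the tumors of 4 mice bearing 4T1.2 mammary cancer and sequenced as 4 libraries, numbered 2 to 5 by the authors. As for the cultured cells, the authors deposited the natural logarithm of 1 plus each SCTransform-corrected count, here for 15333 genes in 10885 cells. The values precede the integration across mice that the paper's methods name. The libraries held 3180, 2318, 2387 and 3000 cells, with medians of 8266, 7651, 7808 and 7819 corrected counts per cell and of 2148, 1566, 1782 and 1707.5 detected genes. In the corrected counts, 3 cells of library 3 and 1 cell of library 5 were under the minimum of 1000 detected genes in the paper's methods, the lowest with 848, and were kept. Clustering as for the cultured cells gave 15 clusters. Cell types were assigned to clusters from a fixed list of markers, and the authors' own cluster of each cell was not used here, so the numbers of the clusters below differ from those in the paper's figures. In 4 clusters, numbered 1, 3, 4 and 6 here, macrophage markers were raised. Clusters 1 and 3, with 2141 and 1046 cells, met the monocyte markers better, and cluster 3 was led by genes such as Ccr2. Together these monocyte/macrophage-like clusters held 4977 cells (45.72%, exact 95% binomial interval 44.78% to 46.66%, for counting error only). Another 4 clusters, numbered 0, 2, 5 and 7, were raised for the neutrophil markers S100a8, S100a9, Csf3r, Retnlg and Cxcr2 and held 5338 cells (49.04%, interval 48.1% to 49.98%). The neutrophil-like share was 35.4%, 62.4%, 46.7% and 55.0% in libraries 2 to 5. Clusters raised for B-cell markers held 243 cells. Doublets were not searched for, since the corrected counts no longer differ between cells as raw counts do.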

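Egr1, Ier2, Ier3 and Slc40a1, which the paper names for B-MF, were compared across TAM clusters. In GRCm38, Egr1 lies on chromosome 18 from 34859823 to 34864984, Ier2 on chromosome 8 from 84661331 to 84662852, Ier3 on chromosome 17 from 35821684 to 35822923 and Slc40a1 on chromosome 1 from 45908068 to 45926523. All 4 were higher in cultured B-MF than in Mo-MF, with log2 differences of 2.51, 1.58, 1.49 and 2.21. Each was standardised over all TAM cells, and the mean of the 4 was taken for each library in the 10 clusters with at least 10 cells in every library. The clusters differed within libraries, with an F statistic of 228 (permutation test, p = 1e-05, the smallest that 100000 permutations can give). The clusters were formed from the same values, so this p is not independent of the clustering. The statistic was lowest for the 4 monocyte/macrophage-like clusters alone, at 5.95 (permutation test, p = 0.0117), and was 53.0 for Slc40a1 alone. In each of the 4 libraries the 3 clusters with the highest mean were clusters 0, 2 and 5, which met the neutrophil markers. Cluster 7, which also met them, had a mean of -0.232, below that of the monocyte-like cluster 1, at -0.145.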

To identify potential in vivo B-MF, we used signature genes identified from in vitro-generated macrophages (Fig. 3h) and noted three clusters (0, 6, and 8) with robust expression of genes identified in B-MF (Fig. 3j, Supplementary Fig. 5i–k). 

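A second view of the TAM clusters started from the 50 genes most increased in cultured B-MF, of which 7 are immediate-early genes. Immediate-early genes were dropped, and the next most increased genes filled the list to 50 again. Among the 10 clusters with at least 10 cells per library, the standardised mean of this list was highest in clusters 6, 9 and 4. These clusters were the highest in every library, in varying order. Cluster 6 met macrophage markers, cluster 9 met dendritic cell markers, and cluster 4 met markers of macrophages, monocytes and dendritic cells and was led by MHC class II genes such as H2-Eb1. Across the 10 clusters, the rank correlation between this mean and that of Egr1, Ier2 and Ier3 lay between -0.636 and -0.430 in the 4 libraries, and between -0.770 and -0.539 when Slc40a1 was added to the 3 genes.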

Cluster 8 also strongly overlapped with a mixed macrophage population (Cluster 4, Fig. 3g and Supplementary Fig. 5i), suggesting that only clusters 0 and 6 most likely represent B-MF. We also examined the expression of three genes robustly expressed in B-MF, and they were also expressed in TAM clusters 0 and 6 (Fig. 3k). In contrast, expression of key Mo-MF genes was mostly found in clusters 1, 3, 4, and 5 (Supplementary Fig. 5j, k), suggesting that the two macrophages retain traceable and different transcription profiles in vivo.

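Values of these 3 genes were compared across the 8 largest clusters, as numbered in the clustering of all TAM cells here. In cluster 0, which met the neutrophil markers, the mean of Egr1 was 10.0, 10.7, 10.7 and 11.1 corrected counts per cell in libraries 2 to 5, and that of Ier3 was 19.5, 20.9, 15.4 and 19.2. Slc40a1 had a mean of 0.963, 1.06, 0.947 and 1.33 there. In cluster 6, which met the macrophage markers, Egr1 had a mean of 2.32, 4.47, 3.37 and 3.83, Ier3 of 3.38, 7.85, 4.63 and 4.48, and Slc40a1 of 0.549, 0.359, 0.614 and 1.39. Over all cells, the mean of Egr1 was 8.39 in neutrophil-like and 2.43 in monocyte/macrophage-like clusters, that of Ier3 was 14.5 and 9.36, and that of Slc40a1 was highest in the neutrophil-like clusters, at 0.889. At least 1 Slc40a1 count was found in 38.2% of neutrophil-like and 12.9% of monocyte/macrophage-like cells, and in 4.94% of B-cell-like cells, with medians of 7500, 8518 and 7525 corrected counts per cell.

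**Figure D1:**
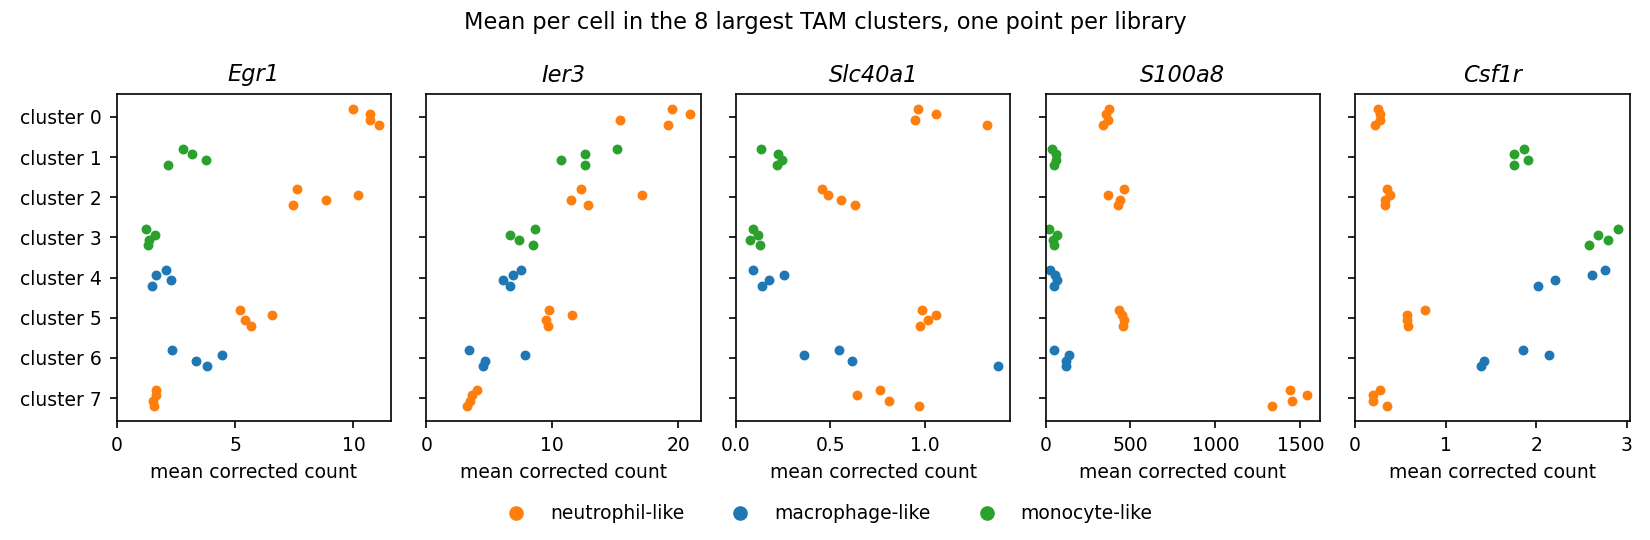
Mean corrected count per cell of Egr1, Ier3, Slc40a1, S100a8 and Csf1r in the 8 largest TAM clusters, with a point for each of the 4 libraries. Colors give the cell type whose markers the cluster met best; the monocyte-like clusters 1 and 3 also met the macrophage markers. Clusters 0 and 2, with a high mean of Egr1, have a mean of S100a8 of at least 336 and of Csf1r of at most 0.386 in every library.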

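Signatures of the cultured macrophages were scored in each TAM cell as the mean standardised value of the 50 genes most increased and of the 50 most decreased in B-MF relative to Mo-MF. Across the cells of each library, Spearman's rho between the B-MF and the Mo-MF score was -0.317, -0.289, -0.322 and -0.381 in libraries 2 to 5. The 4 libraries shared the sign (exact sign-flip test, two-sided p = 0.125, the smallest that 4 libraries allow). The sign depended on the scoring: against control genes matched for expression the mean rho was 0.136, and within monocyte/macrophage-like clusters it was 0.0227. Among the 10 clusters with at least 10 cells per library, the Mo-MF score was highest in clusters 7, 2, 5 and 0 of each. All of these met the neutrophil markers. Of the 50 genes of the Mo-MF score, 4 are on the fixed list of neutrophil markers. Others, such as Ngp, Camp and Lcn2, were leading genes of cluster 7. The B-MF score was highest in clusters 9, 6 and 4 of the 10, in varying order. As a mean of libraries, it was 0.232 in cluster 9, and 2 of the clusters outside these 10 were higher: the B-cell-like cluster 8, with 214 cells, at 0.274, and cluster 14, with 18 cells in 3 libraries and led by collagen genes, at 0.94. From expression of B-MF and Mo-MF genes in different TAM clusters, the paper proposes that the macrophages keep traceable and different transcription profiles in vivo.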

**Fig. 3:**
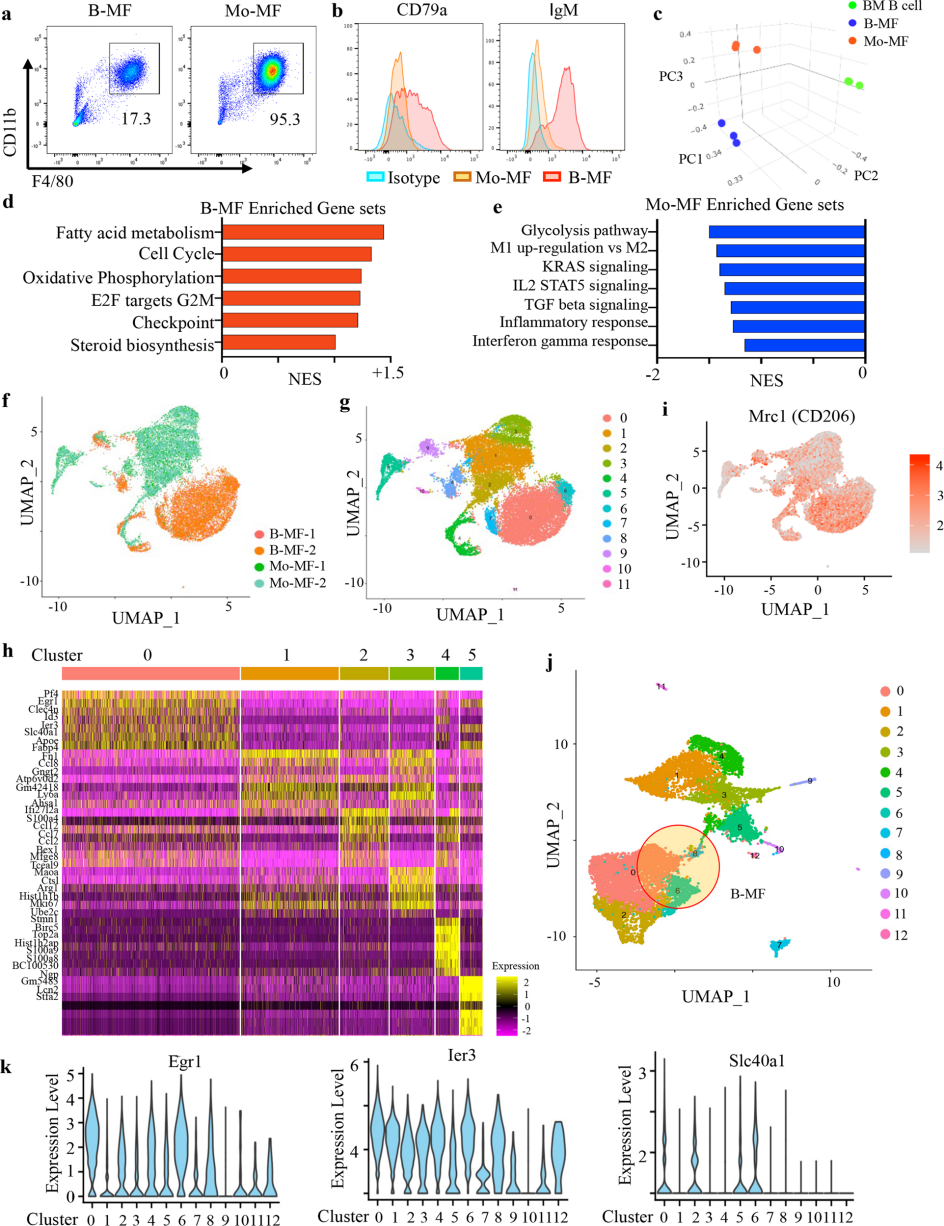
Distinct gene expression profiles of B-MF and Mo-MF. **a**, **b** Representative FACS plots (**a**) and histograms (**b**) of BM-MF and Mo-MF generated from BM B cells or monocytes after 7-day treatment with 4T1.2-CM. Numbers are for proportion of gated (F4/80^hi^CD11b^hi^) cells (**a**). **b** Shows expression of CD79a and IgM in B-MF (Red) and Mo-MF (Orange). **c** PCA plot of mRNA expression profiles generated from microarray data of sort-purified B-MF (Blue), Mo-MF (Orange) and BM B cells (Green) (*n* = 3 mice). **d**, **e** Bar plots of GSEA predicted pathways enriched in B-MF (**d**) or Mo-MF cells (**e**) from the Molecular Signature Database. **f**, **g** UMAP plots of scRNA sequencing (scRNA-seq) of B-MFs (10,563 cells) and Mo-MFs (10,235 cells) analyzed using Seurat with colors depicting clusters by cell type (**f**) or by gene expression (**g**). **h** Heatmap of top differentially expressed genes (DEG) in 6 major clusters of in vitro-generated B-MF and Mo-MF. **i** Mrc1 expression in B-MF and Mo-MF single cells shown in **f. j** scRNA-seq UMAP plot of FACS-purified TAM (10,885 cells) from 4 mice with 4T1.2 cancer cells shows 13 unique cell clusters. Three clusters with overlapping signatures with B-MF are highlighted. **k** Violin plots of three DEG (Egr1, Ier3 and Slc40a1) upregulated in B-MF in vitro and in TAM from mice with 4T1.2 cancer.

### Cancer generates B-MF to suppress antitumor CD4^+^ T cells

To confirm the differences between the two macrophages at the functional levels, we quantified their proliferation, phagocytosis of red fluorescent protein (RFP)-tagged apoptotic ID8 cells, and intracellular cholesterol. Only B-MF readily incorporated BrdU (pulsed on day 6 and tested on day 7 of the culture) and expressed higher levels of Ki67 (Fig. 4a and Supplementary Fig. 6a, b). Although the two macrophages phagocytized fluorochrome-labeled apoptotic cancer cells (Fig. 4b, c) and contained elevated levels of cellular cholesterol (Fig. 4d, e), both these features were significantly upregulated in B-MF compared to Mo-MF per cell-to-cell comparisons (Fig. 4c, e). Similarly, CD79^+^ TAM exhibited markedly higher Filipin binding than CD79^−^ TAM (Supplementary Fig. 1a–f). Because B-MF and CD79^+^ TAM also significantly upregulated TGFβ/LAP and PD-L1 (Supplementary Fig. 1a–f and Supplementary Fig. 2c) and lipid accumulation in TAM associated with suppression of anticancer CD8^+^ T cells^30^, we wondered whether these cells promote tumor progression via regulating the activity of T cells. To test this possibility, first, we performed in vitro T-cell suppression assay^5^ by culturing B-MF or Mo-MF with eFluor450-labeled naïve mouse T cells stimulated with anti-CD3/CD28 Abs and IL-2 at various effector: target ratios for 4 days. The B-MF, but not Mo-MF, significantly inhibited the proliferation of naïve mouse CD4^+^ T cells and, a lesser extent, CD8^+^ T cells in a dose-dependent manner (Fig. 4f and Supplementary Fig. 6c, d). Second, we performed a 5-day Treg conversion assay^5^ by culturing B-MF and Mo-MF with naïve mouse FACS-purified CD25^−^CD4^+^ T cells in the presence of anti-CD3/CD28 Abs and IL-2. B-MF more efficiently induced the generation of FoxP3^+^Tregs than Mo-MF (Supplementary Fig. 6e). Next, we tested whether B-MF reverses a retarded tumor progression in μMT mice, which we previously linked to a lack of B cells^6^. μMT C57BL/6 and BALB/c mice with subcutaneous (s.c.) B16-F10 melanoma (*n* = 10–12/group) or 4T1.2 breast cancer (*n* = 12–14/group), respectively, were intravenously (i.v.) transferred with in vitro-generated B-MF (Fig. 4g). Compared with mock, B-MF significantly increased tumor weight in mice with melanoma (*p* < 0.01, Fig. 4h) and numbers of metastatic foci in the lungs of mice with 4T1.2 cancer (*p* < 0.05, Fig. 4i). FACS evaluation of their tumors surprisingly did not detect a difference in the presence of CD8^+^ and CD4^+^ T cells and FoxP3^+^ Tregs (Supplementary Fig. 6f, g). Instead, the B-MF transfer significantly decreased the frequency and numbers of IFNγ-expressing CD4^+^ T cells in both cancer models (Fig. 4j–m). In 4T1.2 tumors, B-MF also markedly decreased granzyme (Gr) B^+^ CD4^+^ cells (Supplementary Fig. 6g), which were implicated in tumor cell killing^31^. A separate transfer experiment with equal numbers of FACS-purified naïve mouse follicular B cells (FOB) or B-MF in μMT mice with 4T1.2 cancer (3 × 10^5^ cells/mouse, *n* = 5–7 mice per group) revealed that both cells comparably support lung metastasis (Supplementary Fig. 6h). Compared to B-MF, FOB upregulated numbers of CD4^+^ T cells but decreased frequency of IL10^+^ CD4^+^ T cells and GrB^+^ and Lamp1^+^ (cytolytic) CD8^+^ T cells in the tumor (Supplementary Fig. 6h), implying that the two cells support cancer independently and without reversal of B-MF to B cells. To confirm this, we performed a 3-day tracking experiment by i.v. transferring fluorochrome-labeled B-MF (500,000 cells/mouse) in μMT mice with 14-day 4T1.2 tumor. The majority of transferred cells were in the spleen and tumor (and less in dLN, Supplementary Fig. 6i). Per gram tumor, numbers of transferred B-MF were slightly less (about 7-fold) than that of 4T1.2 tumor in BALB/c mice and MC38 tumor in Mb1-YEFP mice (Supplementary Fig. 6k). Consistent with in vitro stability of B-MF phenotype (Fig. 2a, b and Supplementary Fig. 3b, c), the transferred cells were exclusively CD11b^+^F4/80^+^ (>98%, Supplementary Fig. 6j). Taken together, we concluded that cancers generate B-MF mostly to downregulate anticancer IFNγ^+^CD4^+^ T cells.

**Fig. 4:**
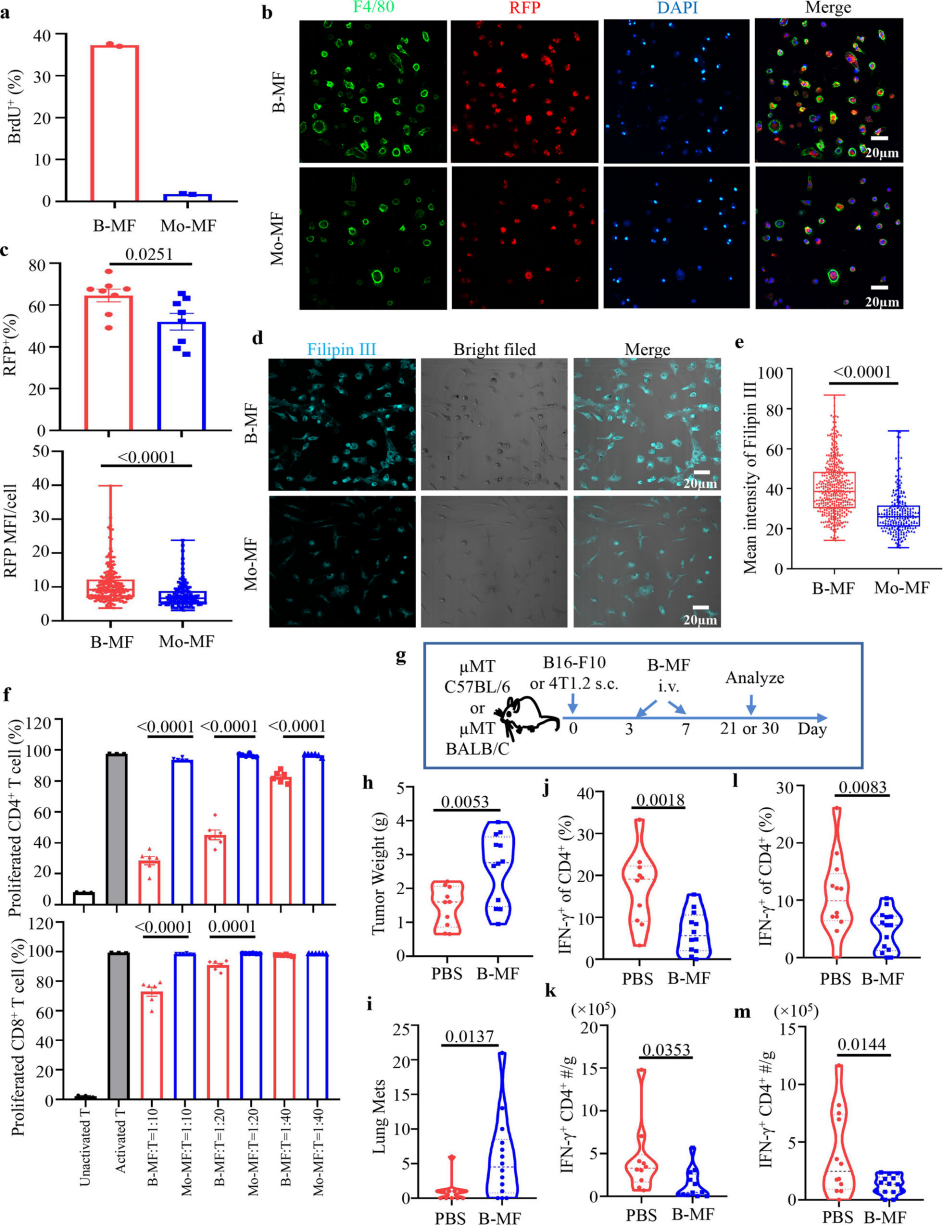
B-MF and Mo-MF are functionally different. **a** Unlike Mo-MF, B-MF incorporate BrdU, i.e., proliferate (BrdU^+^ frequency ± SEM from 2 mice per group). Compared to Mo-MF, B-MF exhibit higher ability to phagocytize apoptotic ID8-RFP cells than Mo-MF in 2 h assay (**b**, **c**) and to bind Filipin III (**d**, **e**). Panels **b**, **d** show representative fluorescent microscopy images of quantifications of RFP^+^ cells % ±SEM (*P* = 0.0251) and RFP MFI/cell (*P* < 0.0001) (Mean Fluorescence Intensity MFI, **c**) and Filipin III MFI (*P* < 0.0001, **e**) difference between B-MF and Mo-MF. Eight representative fields per sample were quantified and scale bars represent 20 μm (**c**, **e**). **f** Unlike Mo-MF, B-MF efficiently suppress proliferation of T cells stimulated with anti-CD3/CD28 Abs for 4 days (*P* < 0.0001 except for CD8 + T cell 40:1 group). *Y*-axis is for Mean proportion ± SEM of CSFE-diluted (*n* = 3 for nonactivated and activated control groups, and *n* = 6 for the rest groups) CD4^+^ or CD8^+^T cells when incubated with B-MF or Mo-MF at 10:1, 20:1, and 40:1 ratio (*X*-axis). Control T cells were cultured alone with (activated) or without (nonactivated) anti-CD3/CD28 Abs. Panels **b**–**f** were independently reproduced at least three times. **g**–**m** B-MF support tumor progression. Schema of adoptive transfer experiments in μMT C57BL/6 and BALB/CJ mice with s.c. B16-F10 melanoma and 4T1.2 cancer depicted in **g**. In vitro-generated B-MF (3 × 10^5^) from C57BL/6 and BALB/c mice were i.v. transferred into μMT C57BL/6 and μMT BALB/c mice, respectively, at days 3 and 7 post-tumor challenge. Shown are quantifications of tumor weight in mice with B16-F10 melanoma (*n* = 10 for PBS and *n* = 12 for B-MF, *P* = 0.0053, **h**), metastatic foci in the lungs of mice with 4T1.2 cancer (*n* = 12 for PBS and *n* = 14 for B-MF, *P* = 0.0137, **i**), and frequency and absolute numbers of IFNγ^+^CD4^+^ T cells per gram primary tumor in mice with B16-F10 melanoma (**j**, *P* = 0.0018 and **k**, *P* = 0.0353) and 4T1.2 cancer (**l**, *P* = 0.0083 and **m**, *P* = 0.0144). *P*-va**l**ues in **c**, **e**, **f**, **h**–**m** was calculated using two-tailed unpaired *t*-test. Results were independently confirmed at least twice. Each symbol in **h**–**m** is for a single mouse.

### Cancer mobilizes BMBP in the spleen to convert them to B-MF

Because cancer can mobilize BM pre-B cells in the spleen and tumor to generate tBregs^11^, we tested whether this pool of BMBP is the source of B-MF. Compared with naïve mice, the total number of CD93^+^ BMBP was markedly decreased in BM but increased in the spleen as well as present in the tumors of mice with 4T1.2 and Mogp cancers (Fig. 5a, Supplementary Fig. 7a, b and not depicted). To link them to the generation of B-MF, we FACS-purified CD93^+^ and CD93^−^ BMBP from the spleen of mice with 4T1.2 cancer and naïve mice and cultured these cells in 4T1.2-CM. Only splenic CD93^+^, but not CD93^−^, BMBP from tumor-bearing mice generated B-MF, while B cells from spleens of naïve mice failed to do so regardless of CD93 expression (Supplementary Fig. 7c and Supplementary Fig. 3f), implying that cancer accumulates CD93^+^ BMBP in the spleen and tumor^11^ to generate B-MF.

**Fig. 5:**
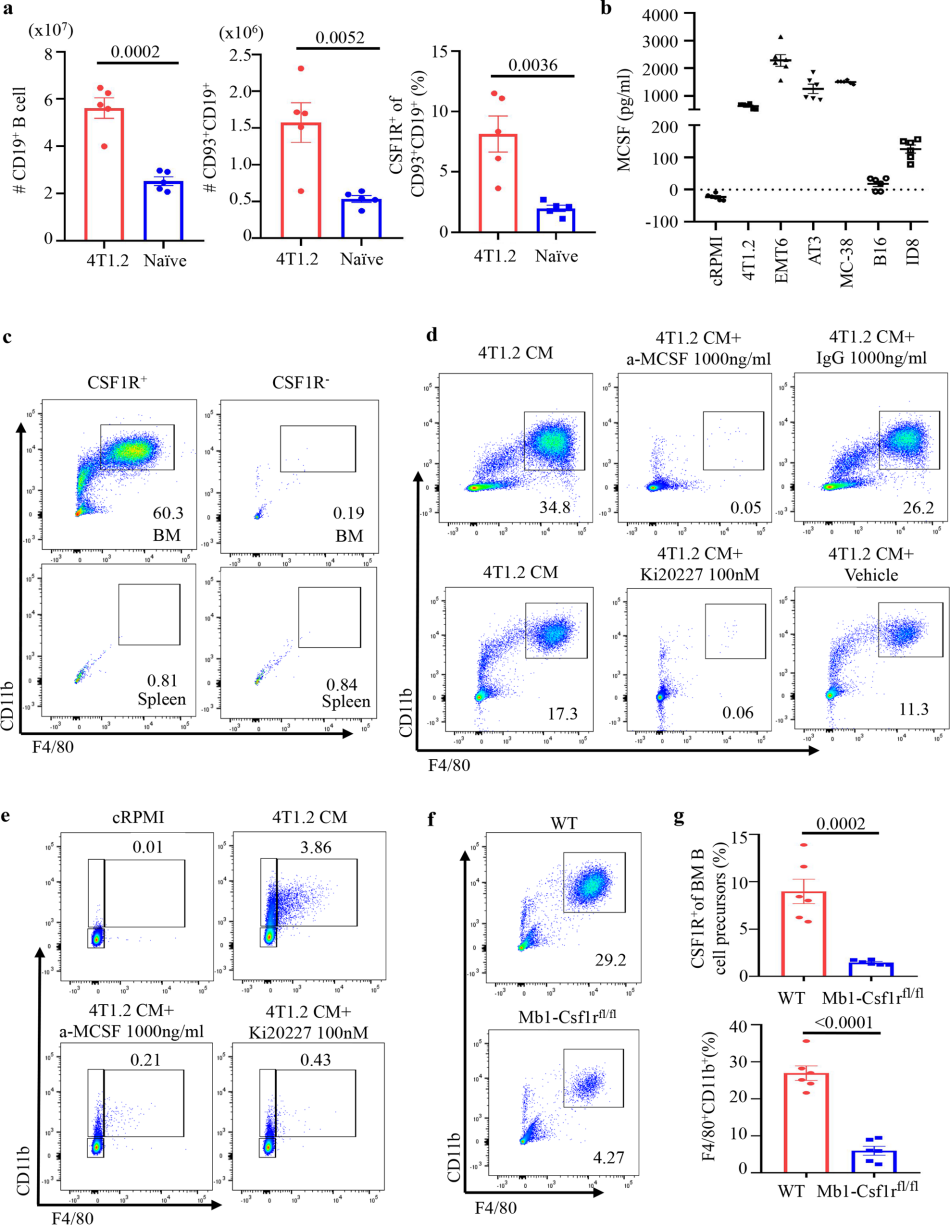
Cancer mobilizes CSF1R^+^ BMBP into the circulation to generate B-MF via signaling CSF1/CSF1R axis. **a** Numbers ± SEM of CD19^+^ (*P* = 0.0002, left) and CD93^+^CD19^+^ (*P* = 0.0052, middle) B cells and frequency ± SEM of CSF1R^+^ within CD93^+^CD19^+^ B cells in the spleen of naïve vs 4T1.2 cancer-bearing BALB/c mice (*P* = 0.0036, right, *n* = 5). **b** ELISA measurements of secreted M-CSF in CM by 4T1.2, EMT6, AT3, MC38, B16-F10, and ID8 cells (*n* = 6, pg/ml). **c**–**e** Representative FACS plots of the F4/80^+^CD11b^+^ B-MF converted from highly FACS-purified BM CSF1R^+^ and CSF1R^−^ B-cell precursors and splenic CSF1R^+^ and CSF1R^−^ B cells (**c**), BMBP after 7-day (**d**), or pre-B-cell line 70z/3 after 30-day (**e**) culture in 4T1.2-CM alone or in the presence of neutralizing anti-M-CSF Ab or a specific CSF1R inhibitor Ki20227 (**d**, **e**). **f**, **g** Representative FACS plot (**f**) and quantification (frequency ± SEM, **g**) of CSF1R^+^ BM B cells in Mb1-CSF1R^Flox/Flox^ mice as compared to WT littermates (*P* = 0.0002, top panel) used for the generation of B-MF after 7-day 4T1.2-CM treatment (*P* < 0.0001, lower panel, *n* = 6 mice). Gating is shown in Supplementary Fig. 8. In **a**, **b**, and **g**, each symbol is for a single mouse. *P*-values in **a**, **b**, and **g** were calculated using two-tailed unpaired *t*-test. Results for all panels were independently reproduced at least three times.

### Cancer targets CSF1R+CD93+ BMBP by secreting M-CSF

To understand the mechanism of the B-MF generation, we analyzed CM of cancer cells for secreted factors that could affect the differentiation of macrophages. M-CSF, a regulator of macrophage differentiation and survival^9,17^, was among the factors that were highly increased in the cancer cells that induce B-MF (Fig. 5b). Conversely, M-CSF was almost absent in CM from B16-F10 cells (Fig. 5b and Supplementary Fig. 7d, e), which did not induce the generation of B-MF (Fig. 2g and Supplementary Fig. 3h, i). Compared to naïve mice, serum M-CSF was also significantly upregulated in mice with 4T1.2 cancer (Supplementary Fig. 7f). Importantly, CD93^+^CD19^+^ BMBP of naïve mice expressed its cognate receptor CSF1R (about 15% of immature B cells, 6% of pre-B cells, and 1.5% pro-B cells, Supplementary Fig. 7g). In mice with 4T1 cancer, CSF1R^+^CD93^+^CD19^+^ BMBP were markedly reduced in BM but increased in the spleen (Fig. 5a and Supplementary Fig. 7g), consistent with their cancer-induced emigration from BM, as discussed above. To link these CSF1R^+^CD93^+^CD19^+^ BMBP to the generation of B-MF, highly FACS-purified CSF1R^+^ and CSF1R^−^ B cells from BM and spleen of naïve mice were cultured in 4T1.2-CM. While CSF1R^+^ BM B cells readily generated B-MF, the BM CSF1R^−^ subset failed to do so (Fig. 5c). Consistent with the inability of splenic CD93^+^ B cells of naïve mice to generate B-MF (Supplementary Fig. 7c and Supplementary Fig. 3f), we failed to convert naïve mouse splenic B cells into B-MF regardless of CSF1R expression (Fig. 5c). We also cultured primary BM BMBP or 70z/3 cells with 4T1.2-CM in the presence or absence of neutralizing M-CSF antibody (Ab) or Ki20227, a specific inhibitor of c-Fms/CSF1R^32^. Both cells failed to generate B-MF upon M-CSF neutralization or CSF1R signaling inhibition (Fig .5d, e and Supplementary Fig. 7h, i). To rule out artifacts of in vitro assay, we created mice with conditional CSF1R deficiency in B cells (Mb1-CSF1R^Flox/Flox^ mice, gating strategy in Supplementary Fig. 8). Unlike WT littermates or monocytes from Mb1-CSF1R^Flox/Flox^ mice, the loss of CSF1R in BMBP significantly impaired the cancer CM-induced B-MF differentiation (Fig. 5f, g). Of note, the residual macrophage differentiation seen in Fig. 5f is presumably due to CSF1R expression preceding Mb1 expression, while Mb1-CSF1R^Flox/Flox^ mice will have *Csf1r* deletion only in pro-B cells and onward.

Given that PAX5 is the key pro-B-cell factor that represses *Csf1r* and other myeloid lineage-specific genes^14,33^, we reasoned that cancer decreases levels of this transcription factor using M-CSF. FACS staining confirmed that Pax5 was markedly decreased in BM CD93^+^ BMBP, particularly in CSF1R^+^ but not CSF1R^−^ subsets, from mice with 4T1.2 or Mogp cancers (Fig. 6a and Supplementary Fig. 9a–c). Importantly, Pax5 was also significantly decreased in BM CSF1R^+^ BMBP from naïve mice and 70Z/3 cells upon treatment with 4T1-CM or M-CSF (Fig. 6b, c and Supplementary Fig. 9b). As Pax5 deficiency alone is sufficient to render pro-B cells susceptible to myeloid differentiation^14^, we concluded that cancer uses M-CSF to reduce expression of Pax5 in CSF1R^+^CD93^+^ BMBP and thereby promote macrophage differentiation.

**Fig. 6:**
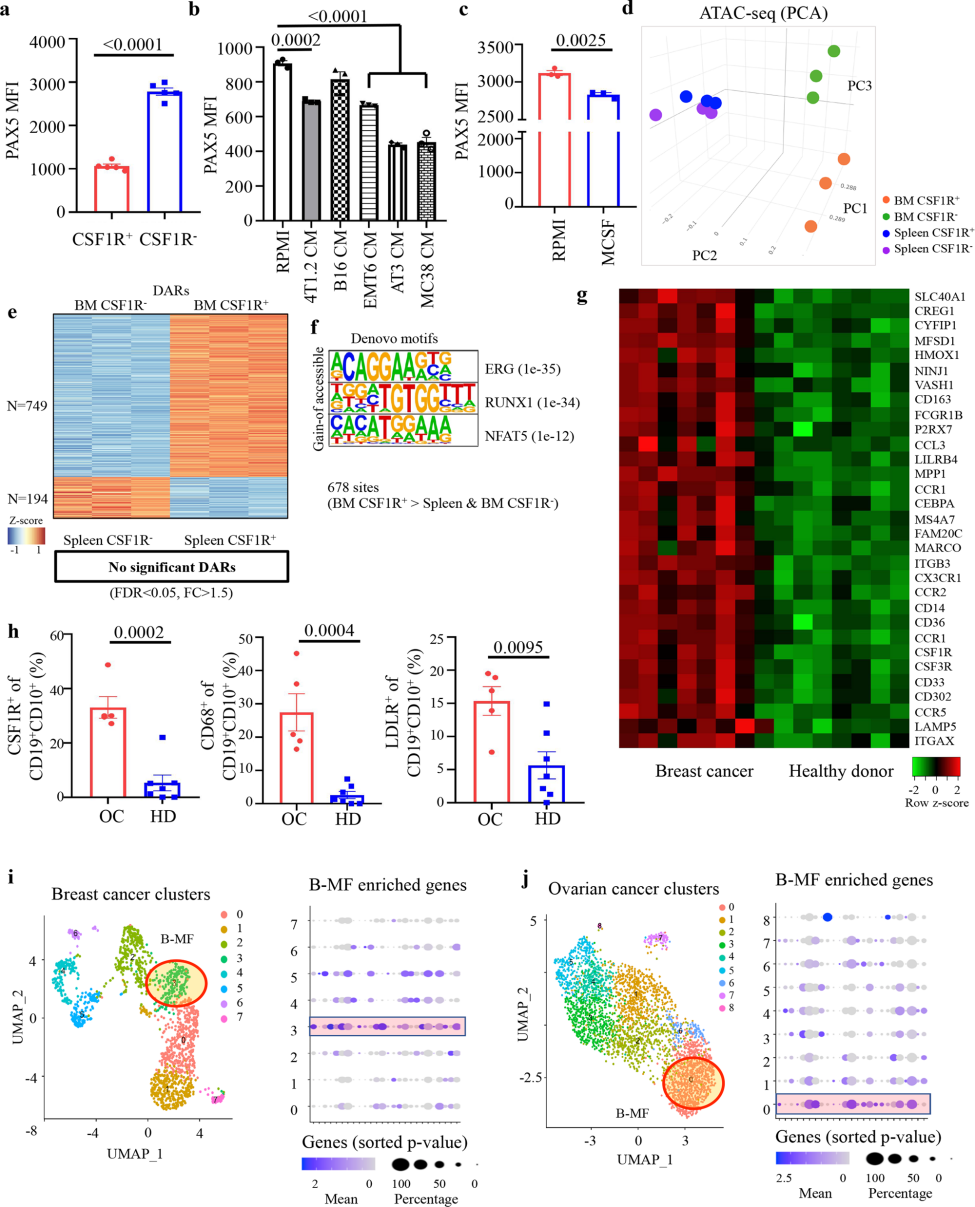
Cancer targets BM CSF1R^+^PAX5^Low^ B-cell precursors. **a**–**c** Pax5 MFI (Mean ± SEM) in freshly isolated BM CSF1R^−^ vs CSF1R^+^ B-cell precursors (*P* < 0.0001, *n* = 5 mice, **a**); in pre**-**B 70z/3 cells treated with indicated cancer CM (*P* = 0.0002 R*P*MI vs 4T1.2-CM, *P* < 0.0001 R*P*MI vs EMT6 CM, AT3 CM and MC38 CM, *n* = 3 independent cell cultures, **b**); and BM Lin^−^ CSF1R^**+**^ CD19^+^B220^+^CD93^+^IgM^−^IgD^−^ B-cell precursors after treatmentRPMI vs M-CSF for 48 h (*P* = 0.0025, *n* = 3, **c**). *P*-values in **a**–**c** were calculated using two-tailed unpaired *t-*test. **d** 3D PCA plo*t* of chromatin accessibility data of BMBP CSF1R^+^ and CSF1R^−^ from BM and spleen of naïve mice (*n* = 3 per group). **e** Heatmap of differentially accessible regions (DARs) in BM CSF1R^+^ and CSF1R^−^ BMBP. No significant DARs with FDR < 0.05 and FC (fold change) >1.5 were detected in splenic cells. **f** Significant de novo motifs predicted from 678 sites that are more open in BM CSF1R^+^ compared to both BM and splenic CSF1R^−^ BMBP. **g** mRNA microarray heatmap of macrophage-related DEGs in B cells isolated from PB of patients with breast cancer (BC, *n* = 8) compared to healthy donors (HD, *n* = 7). Scale bar is for expression z-score. **h** Frequency ± SEM of CSF1R^+^ (*P* = 0.0002, left), CD68^+^ (*P* = 0.0004, middle), and LDLR^+^ (*P* = 0.0095, right) cells within CD19^+^CD10^+^ B cells from PB of patients with ovarian cancer (OC) vs healthy donors (HD) (*n* = 5 for OC, *n* = 7 for HD). *P*-values in **h** were calculated using two-tailed unpaired *t*-test. **i**, **j** UMAP of scRNA-seq data of macrophages (left) and expression levels of the in vitro-generated B-MF genes (right) in published human BC (**i**) and OC (**j**) datasets. Highlighted regions show clusters with overlapping expression signatures of B-MF.

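Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, in B-cell precursors (BMBP) of untreated mice. Libraries were made from 3 samples each of CSF1R+ and CSF1R− cells of BM and of spleen, 12 libraries in all. The authors aligned the reads to the mm10 genome, removed duplicates and called peaks for each library with MACS, and deposited each library's list of peaks with MACS fold enrichment and the −log10 of its p- and q-values. These scores are the authors' and were used only to describe, rank and filter peaks within a list. The lists hold no read counts, so the depth of each library is unknown here and accessibility is described as the presence or absence of a peak. The BM CSF1R+ libraries held 65832, 76530 and 72827 peaks and the BM CSF1R− libraries 67890, 69218 and 73304. In spleen the CSF1R+ libraries held 50392, 50255 and 49123 peaks and the CSF1R− libraries 43407, 45228 and 48893. Peaks of all libraries that overlapped by at least 1 base were merged into 101333 regions with a median length of 387 bases. A region was counted as open only in a group of cells when all 3 of its libraries had a peak there and none of the 3 libraries it was compared with did.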

To further understand the B-cell susceptibility towards macrophage conversion, we analyzed chromatin accessibility by performing ATAC-seq on CSF1R^+^ and CSF1R^−^ BMBP isolated from both BM and spleen of naïve mice. PCA clustering showed the most robust differences in chromatin profiles were driven by the location of the BMBP (BM vs spleen) regardless of CSF1R expression, driving the PC2 axis (blue and purple vs orange and green, Fig. 6d). 

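The distance between 2 libraries was measured as the Jaccard distance, the share with a peak in only one of them among the regions with a peak in either. It lay between 0.211 and 0.293 within BM, between 0.173 and 0.215 within spleen and between 0.466 and 0.544 across tissues. The separation of BM from spleen had a pseudo-F of 25.8, the largest of all splits of the libraries into groups of 6 (exact permutation test, p = 0.00216). It was smallest, at 17.7, when a peak had to cover at least 50% of a region, an alternative chosen after seeing the data. Of the principal coordinates of these distances, the first separated the tissues and took 72.4% of the variation. A peak in all 6 BM libraries and in no spleen library was found in 11349 regions, and the opposite in 2035.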

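Within BM, Jaccard distances between CSF1R+ and CSF1R− libraries had a median of 0.239, against 0.234 within CSF1R+ and 0.221 within CSF1R− libraries. Separation by CSF1R had a pseudo-F of 1.42, the largest of the 10 splits of the 6 libraries (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The next split reached 1.40. In spleen the pseudo-F was 1.28, with a next split at 1.25 (exact permutation test, p = 0.1). The difference between the tissues, tested by exchanging CSF1R labels within each tissue, was 0.146 (exact permutation test over 100 combinations, p = 0.57). With peak lists of equal length, the pseudo-F was 1.61 in BM (exact permutation test, p = 0.1) and 0.999 in spleen (exact permutation test, p = 0.4), and the difference was 0.616 (exact permutation test, p = 0.11).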

The chromatin landscapes of the CSF1R^+^ and CSF1R^−^ BMBP isolated from BM (orange and green, Fig. 6d) also significantly differed from each other, driving the PC3 axis. We then examined the differentially accessible regions (DAR) between CSF1R^+^ and CSF1R^−^ cells isolated from the spleen or BM. Whereas comparisons between CSF1R^+^ and CSF1R^−^ cells from the spleen did not show any differences reaching our threshold for significance, confirming their close clustering on the PC3 axis; the BM CSF1R^+^ cells contained significantly more open chromatin than the BM CSF1R^−^ cells (Fig. 6d, e). These data suggest the BM CSF1R^+^ BMBP may have a more permissive chromatin environment, susceptible to macrophage-differentiation signals. 

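In BM, 621 regions had a peak in all 3 CSF1R+ and in no CSF1R− library, and 510 had the opposite pattern. In spleen there were 445 and 34 such regions. A single region cannot reach significance with 3 libraries against 3, so the counts were set against the other 9 ways to split the libraries of a tissue into 3 and 3. In BM, 2 other splits had a side with more regions, up to 862, while the sum of both directions, 1131, was the largest of the 10. In spleen the next largest count was 414. The counts depended on the length of the peak lists: with the 43407 strongest peaks of each library, they were 371 and 334 in BM and 160 and 111 in spleen. None of the 621 regions was among the 371, so these are other regions. The ratio of CSF1R+ to CSF1R− regions with these lists was 1.11 in BM, against 1.22, and 1.44 in spleen, against 13.1. Leaving out BM CSF1R+ replicate 1, the shortest list in BM, raised the BM CSF1R+ count to 2441. The BM CSF1R− count exceeded the CSF1R+ count without CSF1R+ replicate 2 (984 against 877), CSF1R− replicate 1 (932 against 856) and CSF1R− replicate 2 (1542 against 1137), so the direction of the excess changed in 3 of the 6 cases. The paper tested read counts for differences, which these lists do not hold. From the excess of open regions in BM CSF1R+ cells, the paper proposes a chromatin environment in these cells that is more permissive for macrophage differentiation.

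**Figure D2:**
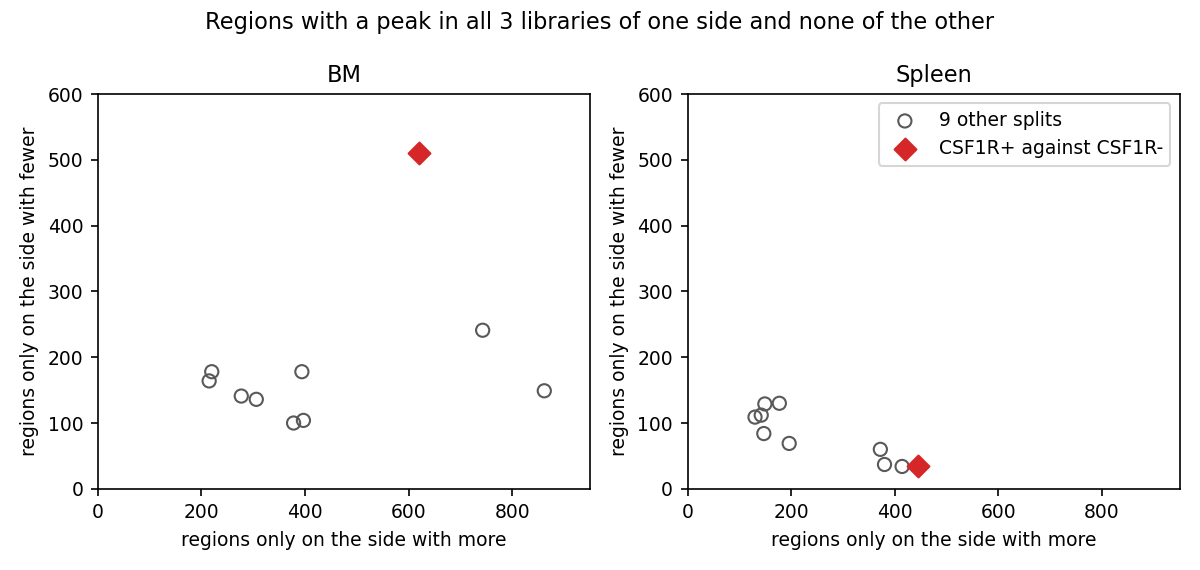
Number of regions with a peak in all 3 libraries of one side and in none of the other, for the 10 splits of the BM libraries and of the spleen libraries. The horizontal axis gives the side with more regions and the vertical axis the side with fewer; diamonds mark CSF1R+ against CSF1R−, at 621 and 510 in BM and at 445 and 34 in spleen, and circles the other splits.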

As the splenic B cells and BM CSF1R^−^ cells were refractory to macrophage conversion (Fig. 5c), we looked at DARs with less accessibility in CSF1R^−^ compared to CSF1R^+^ BM cells (749 loci) in spleen cells to determine if these regions remain closed and potentially “lock in” the lymphoid lineage potential. Indeed, the overwhelming majority of regions with decreased accessibility in the BM CSF1R^−^ cells remained closed in the cells from the spleen (679 of 749). Evaluation of these consensus open regions found in BM CSF1R^+^ cells for potential transcription factor binding sites permitting macrophage differentiation showed significantly increased accessibility of ERG and RUNX1 sites (Fig. 6f). 

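The BM CSF1R− only regions had weak peaks for their lists, at median p-value percentiles of 18.3, 13.9 and 18.1 in the 3 CSF1R− libraries. The BM CSF1R+ only regions had weak peaks as well. Ranked by p-value, their peaks had a median percentile of 11.0, 20.5 and 16.3 in the 3 CSF1R+ libraries, from the weakest peak upwards, and a median MACS fold enrichment of 4.36, 5.18 and 5.01. The 3 regions with the best mean rank were on chromosome 9 from 40449874 to 40450305, in an intron of Gramd1b, on chromosome 9 from 114573559 to 114573839, between genes and nearest to Trim71, and on chromosome 5 from 86098698 to 86099302, in an intron of Stap1 (GRCm38). The first 2 had no peak in any spleen library, and the region in Stap1 had one in 3 spleen CSF1R+ and 2 spleen CSF1R− libraries. Csf1r, on chromosome 18 from 61100598 to 61132149, held 7 regions and none of them was a BM CSF1R+ only region. Pax5, on chromosome 4 from 44524757 to 44710487, held 29 regions, of which 1 was BM CSF1R+ only, in an intron from 44664016 to 44664369.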

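Of the 621 BM CSF1R+ only regions, 480 had no peak in any of the 6 spleen libraries, a share of 77.3% (exact 95% binomial interval 73.8% to 80.5%, for counting error only). Without a peak in the 3 spleen CSF1R− libraries were 509. The share with no spleen peak was 72.4% (369 of 510) for the BM CSF1R− only regions and 71.3% (3697 of 5183) for regions with a peak in exactly 3 of the 6 BM libraries in another combination. With peak lists of equal length, where the BM CSF1R+ only regions held none of these 621, their share was 57.7%. The paper proposes that such regions stay closed in the spleen and lock in the lymphoid lineage.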

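Cores of the motifs drawn in Fig. 6f were counted on both strands in the 200 bases around the center of each region, in the GRCm38 sequence. The ETS core of ERG sites, CAGGAA followed by A or G, was found in 206 of the 621 BM CSF1R+ only regions (33.2%) and in 23.7% of the other 91732 regions with a BM peak, an odds ratio of 1.60 (Fisher's exact test, two-sided p = 1.01e-07). The RUNX core TGTGGT was found in 211 (34.0%) and in 20.5%, an odds ratio of 1.99 (Fisher's exact test, two-sided p = 8.98e-15). In the 510 BM CSF1R− only regions the odds ratio was 0.526 for the ETS core (Fisher's exact test, p = 8.64e-08) and 1.02 for the RUNX core (Fisher's exact test, p = 0.826). Both cores stayed enriched in every alternative, with the lowest odds ratio of 1.33 for ETS without BM CSF1R+ replicate 2 and of 1.48 for RUNX without BM CSF1R− replicate 3. A core shows that a site is present, and other ETS and RUNX factors share these cores. From ERG and RUNX1 sites in these regions, the paper proposes a more primitive, permissive chromatin state in BM CSF1R+ cells.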

ERG is known to be expressed both in myeloid and lymphoid progenitor cells^34^ and has particular importance in early hematopoietic progenitor cells as it binds to coregulators such as RUNX and GATA^35^. RUNX1 regulates the growth and survival of macrophages via binding to promoter and enhancer regions of *Csf1r* and upregulating its expression^36^. Runx1 is also robustly expressed in early progenitor and myeloid-committed progenitor cells^37^. Thus, the increased accessibility to binding sites of both ERG and RUNX1 suggests a potentially more primitive, permissive chromatin state allowing for myeloid lineage transformation of the BM CSF1R^+^ cells.

### B-MF-generating CSF1R+ BMBP accumulate in humans with cancer

We recently reported that peripheral mobilization of BMBP also occurs in humans with breast cancer (BC)^11^, suggesting the generation of B-MF. To test this possibility, we FACS evaluated peripheral blood (PB) of healthy donors (HD, *n* = 7) and patients with BC (*n* = 8). Compared with HD, PB of BC was markedly increased in CSF1R^+^ BMBP (Supplementary Fig. 9d), as we described in mice with cancer. Moreover, microarray transcription profiling of sort-purified B cells from PB of BC patients revealed that they significantly upregulated macrophage-associated genes, such as *Cebpa*, *Marco*, and *Csf1r*, as compared with B cells from HD (Fig. 6g). We also FACS evaluated B cells from PB of patients with ovarian cancer (OC, *n* = 5). Compared with HD, OC patients significantly increased CSF1R^+^ BMBP (Fig. 6h and Supplementary Fig. 9e) with upregulated expression of CD68 and LDLR (Fig. 6h), similar to mice with cancer. Using recently published scRNA-seq data of tumor-infiltrated immune cells from patients with breast cancer^38^, we also found a macrophage cluster with overlapping signatures of B-MF-like cells (cluster 3, Fig. 6i) by examining genes with differential expression defined in murine in vitro-generated B-MF (cluster 0, Fig. 3h). In particular, cluster 3 was enriched for expression of *EGR1*, *IER2*, *IER3*, and *SLC40A1*, which were major drivers of identity for murine in vitro-generated B-MF (Fig. 6i). Similarly, in the single-cell transcriptome data from human high-grade serous OC^39^, we also detected the B-MF-like signature in macrophages (Cluster 0, Fig. 6j), although with a lesser overlap than in BC, further suggesting that human cancers can promote the B-cell transdifferentiation into macrophages.

## Discussion

BMBP undergo a series of subsequent and tightly regulated differentiation steps after their bifurcation from multipotent cells to committed lymphoid lineage cells. Despite this, experiments with forced expression or inhibition of a single transcription factor or mutations that drive leukemogenesis^13,14^ as well as recent findings of a small proportion biphenotypic CD19^+^B220^+^CD16/32^++^CD11b^+^ pro-B cells with non-rearranged BCR genes, which become peritoneal CD19^+^CD79b^−^ macrophages in mice^15^, suggest that BMBP retain plasticity and myeloid transdifferentiation potential. Unlike these artificial manipulations or rare events, here we report that the B-cell-to-macrophage transdifferentiation is commonly used by murine cancers to generate TAM/B-MF. In PB of humans with metastatic/recurrent triple-negative BC and high-grade serous OC, we also detect a significant increase of CSF1R^+^ CD68^+^LDLR^+^ BMBP, which also express the macrophage-specific genes *Cebpa*, *Cebpb*, and *Marco*. Importantly, the B-MF signature is also identifiable within unique macrophage clusters using recently published scRNA-seq profiles of tumor-infiltrating cells in patients with BC^38^ and high-grade serous OC^39^. Our results suggest that human and murine cancers primarily transdifferentiate BMBP into macrophages, adding one more feature to the heterogeneity and plasticity of TAM. The inflammatory and antitumor activities of TAM at the early stages of the tumor can shift to proangiogenic and tumor-supporting M2-like phenotypes as the tumor progresses^40^, presumably when B-MF would be induced. Interestingly, B-MF resembles both small (S)-TAM and large (L)-TAM (which is associated with a poor disease outcome) recently identified in human colorectal liver metastasis^41^. The lipid metabolism and phagocytosis genes of B-MF (*Fasn*, *Pltp*, *Acat1*, *C1qa*, and *C1qb*) are upregulated in L-TAM, while *LDLR*, *Hmgcr* as well *S100a8*, *Vcan*, and *Thbs1* are increased in S-TAM.

Although trogocytosis or cell fusion can be mistaken as transdifferentiation^27,28^, we show that it only accounts for a very minor fraction of B-MF. Instead, the overwhelming majority of B-MF derived from highly FACS-purified CD45.2^+^ B-cell precursors of the B-cell lineage tracer Mb1-EYFP^+^ mice only expressed CD45.2 after in vitro co-differentiation with CD45.1^+^ monocyte/macrophages or adoptive transfer in tumor-bearing CD45.1^+^ mice. Our results show that at least some TAM originate from bona fide B cells besides their hitherto source, monocytes^10^. The biological relevance of this redundancy in the generation of TAM remains poorly understood; however, based on our comparisons of the side-by-side generated B-MF and Mo-MF, we think that the two macrophages may serve different purposes. Transcriptionally, B-MF preferentially upregulate the expression of genes involved in the cell cycle, fatty acid metabolism, and steroid-cholesterol biosynthesis, implying they utilize unique metabolic and inflammatory functions. Unlike Mo-MF, B-MF proliferate, i.e., self-maintain, and thus may persist longer in the tumor. B-MF markedly upregulate surface expression of LDLR, which removes extracellular cholesterol/LDL^42^, and this could explain the higher levels of intracellular cholesterol and lipids in B-MF compared to Mo-MF. Consistent with significant upregulation of genes associated with phagocytosis, M2-skewing and immunosuppressive functions (*PD-L2*, *B7-H3*, *Marco*, *TGFβ*) and downregulation of pro-inflammatory and IFNγ response genes, B-MF expresse higher levels of surface MRC1 (CD206), PD-L1 (CD274), and TGFβ/LAP and efficiently phagocytize apoptotic cells compared to Mo-MF. This efficient phagocytosis presumably occurs without overt inflammation, as LDLR-mediated cholesterol influx inhibits activation of the inflammasome^43^. Our data show that cancer generates phenotypically and functionally nonredundant TAM from BMBP and monocytes, where B-MF appear to promote cancer growth presumably by controlling antitumor T-cell responses. First, unlike Mo-MF, B-MF efficiently suppress the proliferation of T cells or induce the generation FoxP3^+^ Tregs in vitro. Second, B-MF significantly increase the growth of B16-F10 melanoma and lung metastasis of 4T1.2 breast cancer in two different strains of μMT mice. To do this, they primarily decrease tumor-retarding IFNγ^+^ CD4^+^ T cells in the tumor^31^, presumably by utilizing the B-MF-expressed immunoregulatory factors, TGFβ/LAP and PD-L1^25,26^, and LDLR. For example, LDLR may enhance the TGFβ responsiveness of target T cells by removing extracellular LDL/cholesterol that impairs TGFβ binding and thus signaling via TGFβRII/TGFβR1^44^.

We propose that cancer primarily targets a small subset of CSF1R^+^Pax5^Low^ pre-B cells and iB cells recently emigrated from BM. First, B-MF are not found in tumor-bearing mice with B-cell differentiation blockage at the pro-B-cell stage. Second, splenic transitional B cells from naïve mice do not generate B-MF regardless of their CSF1R expression state, as cancer first needs to mobilize BMBP into circulation as the source of B-MF. We and others have reported that cancers use TSLP and G-CSF to mobilize BM pre-B cells and HSPS in circulation^11,45^. We also find the chromatin accessibility landscape of BM CSF1R^+^ BMBP to be significantly more open and permissive to macrophage-differentiation signals. In contrast, CSF1R^+^ and CSF1R^−^ splenic B cells and BM CSF1R^−^ cells present a chromatin landscape that is refractory to macrophage conversion. The overwhelming majority of regions with decreased accessibility in the BM CSF1R^−^ cells remained closed in the spleen (679 of 749), presumably “locking in” the state of lymphoid lineage potential. It appears that BM CSF1R^+^ cells have a potentially more primitive, permissive chromatin state allowing for myeloid lineage transformation. The BM CSF1R^+^ cells have more accessible ERG and RUNX1 binding sites, two transcription factors expressed in myeloid and lymphoid progenitor cells^34^ and early progenitor and myeloid-committed progenitor cells^37^, respectively. Given that RUNX1 also upregulates the expression of *Csf1r* by binding to its promoter and enhancer regions^36^ and that the PAX5 deletion alone removes the repression of *Csf1r* and other myeloid lineage-specific genes and induces the BM B-cell precursor transdifferentiation^14,33^, we think that RUNX1 supports CSF1R expression in CSF1R^+^ BMBP to downregulate Pax5 in response tonic and cancer-secreted M-CSF. Given that the CSF1R^+^ BMBP in our patients with metastatic/recurrent triple-negative BC and high-grade serous OC co-express macrophage-associated genes, human cancer may also target biphenotypic B-cell precursors reported to have a macrophage-differentiation potential^15^. Overall, our data indicate that the B-cell-to-macrophage transdifferentiation is a physiological and widely utilized phenomenon. Murine and possibly human cancers target the transdifferentiation to generate immunosuppressive TAM.

## Methods

### Mice and cell lines

The animal protocol was approved by the ACUC committee of the National Institute on Aging (ASP 322-LMBI-2022) under the *Guide for the Care and Use of Laboratory Animals* (NIH Publication No. 86-23, 1985). The study used young (8–12 weeks old) female mice bred and housed in the same, specific pathogen-free environment at the National Institute on Aging (NIA). C57BL/6 J, BALB/CJ, R26R-EYFP (B6.129×1-Gt (ROSA)26Sortm1(EYFP)Cos/J), Csf1r^flox^ mice (B6.Cg-Csf1rtm1.2Jwp/J) and μMT mice (B6.129-*Ighm-tm1Cgn/J*) and J_H_T mice (J_H_T; B6.129P2-*Igh-Jtm1Cgn*/J) in C57BL/6 background mice were purchased from the Jackson Laboratory (Bar Harbor, ME); RAG2-GFP mice expressing bacterial artificial chromosome modified GFP instead of RAG2 were a gift of Dr. Michael Nussenzweig (Howard Hufhes Medical Institute, NY, NY) and reported elsewhere^46^, µMT mice in BALB/c background were a gift from Dr. Thomas Blankenstein (Max-Delbrück-Center for Molecular Medicine, Berlin, Germany)^47^. Mb1-Cre mice in C57BL/6 background (B6.C(Cg)-Cd79atm1(cre) Reth/EhobJ) were a gift from Dr. Richard Maraia (National Institute of Child Health and Human Development, Bethesda, MD)^48^. Mogp-tag mice (Mogp, spontaneous ovarian cancer model in C57BL/6 mice) were a gift from professor Dr. I. Miyoshi (Tohoku University Graduate School of Medicine, Miyagi, Japan)^6^. To create mice with B-cell-specific EYFP reporter (Mb1-EYFP) or CSF1R deletion (Mb1-CSF1R^Flox/Flox^), Mb1-cre mice were bred with R26R-EYFP and Csf1r^flox^ mice, respectively.

4T1.2 cells were a gift from Dr. Robin L. Anderson (Peter McCallum Cancer Center, Melbourne, Australia); MC38 colonic adenocarcinoma cells were a gift from Dr. Jeffrey Schlom (National Cancer Institute, Bethesda, MD)^49^; mammary carcinoma AT3 cells were a gift from professor Scott I. Abrams (Roswell Park Comprehensive Cancer Center, Buffalo, NY); ID8-p53^−/−^-RFP (ID8 or ID8-RFP) cells were a gift from professor Sharon Stack (University of Notre Dame, IN); and EMT6 cells and melanoma B16-F10 cells were purchased from American Type Culture Collection (Manassas, VA). Cells were tested free of mycoplasma with Mycoplasma Detection Kits (Lonza Basel, Switzerland; and IDEXX BioAnalytics, Columbia, MO).

### Tissues and blood processing

PBMC from healthy human donors were collected with written informed consent at the Clinical Core Laboratory, NIA, under Human Subject Protocol # 2003054 and Tissue Procurement Protocol # 2003-071; and from patients with recurrent breast and ovarian cancer^50,51^ enrolled in Phase II clinical study of prexasertib (NCT02203513) at the Clinical Center, Center for Cancer Research, National Cancer Institute. All patients, including 13 participants in this research project, provided written informed consent before enrolment and on using their samples for research. The study has been conducted in accordance with ethical principles that have their origin in the Declaration of Helsinki and are consistent with the International Council on Harmonization guidelines on Good Clinical Practice, all applicable laws and regulatory requirements, and all conditions required by a regulatory authority and/or institutional review board. The study protocol was approved by the Institutional Review Board of the Center for Cancer Research, National Cancer Institute. All experiments were performed on PBMC, which were cryopreserved after collection. Mouse BM cells were flushed out of femurs and tibias with cold cRPMI. Single-cell suspension of BM, spleen, LN was prepared with 70 µm strainer (Falcon, Bedford, MA). BM, spleen, and blood cells were treated with ACK buffer to remove red blood cells. Mouse tumor tissues were cut into 3–5 mm pieces and digested with a mouse tumor dissociation kit (Miltenyi Biotec, Bergisch Gladbach, Germany) following the manufacturer’s instructions.

### Flow cytometry (FACS)

For immune cell phenotyping, cells were pre-incubated with TruStain FcX™ solution before immunostaining with different combinations of anti-mouse or anti-human Abs (1 μg per 10^6^ cells, Supplementary Table 1) and fixable viability dye, then fixed/permeabilized with eBioscience^TM^ intracellular fixation & permeabilization buffer (Thermo Fisher, Waltham, MA). The samples were evaluated on FACSymphonyTM (BD, Franklin Lakes, NJ), Amnis ImageStreamX MKII (Millipore, Burlington, MA), or CytoFLEX (Beckman Coulter, Brea, CA). The results were analyzed with FlowJo v10(BD), IDEAS (Millipore), or Cytoexpert 2.3 (Beckman).

### Immunofluorescent staining

Dissected tumors from mice were fixed with 4% PFA in PBS for 24 h and then transferred to 30% sucrose in PBS for about 2 days until the tissue sank to the bottom of 15 ml Falcon tubes. Tumors were embedded in OCT compound, frozen on dry ice, and stored at −80 °C before cryosection. Ten micrometer thick sections were prepared and adhered to superfrost glass slides. After three washes with PBS, the tumor slices were incubated in 0.3 M glycine in PBS for 30 min and then blocked and permeabilized with IF buffer (5% donkey serum, 2% BSA, and 0.1% Triton X-100 in PBS) for 60 min at room temperature (RT). Tumors slices were incubated with anti-CD19 (abcam, Cat # ab245235, dilution 1:100, final concentration 4.6 µg/ml) and anti-CD68 (abcam, Cat # ab53444, dilution 1:300, final concentration 3.3 µg/ml) antibodies for 24 h at 4 °C. After three washes with PBS, the slices were incubated with donkey anti-rabbit IgG H&L Alexa Fluor 488 (Abcam, Cat # ab150073, dilution 1:500, final concentration 4 µg/ml) and donkey anti-rat IgG H&L Alexa Fluor 568 (Abcam, Cat # ab175475, dilution 1:500, final concentration 4 µg/ml) at RT for 2 h. After washing with PBS three times, slides were mounted with ProLong™ Diamond Antifade Mountant with DAPI (Invitrogen) and imaged using a Zeiss LSM 710 confocal microscope.

### Cancer CM media preparation and cytokine quantification

Cells were cultured in RPMI1640 or DMEM (for ID8 cells) supplemented with 10% FBS, 1× HEPES, sodium pyruvate, nonessential amino acids solution, penicillin–streptomycin–glutamine (Gibco, Gaithersburg, MD), and 55 mmol/L β-mercaptethanol in T75 flask to 70–80% confluency. CM was collected after 5 min centrifugation at 1500 rpm, filtered with 0.2 µm filter, and stored at −80 °C as single-use aliquots. For cytokine tests, confluent cells were cultured with RPMI without FBS for 24 h. Mouse serum was collected using BD Microtainer® Tubes following the manufacturer′s instruction. Cytokines and M-CSF in filtered CM or sera were evaluated with Quantikine ELISA kit (R&D, Minneapolis, MN) or with Proteome Profiler Mouse XL Cytokine Array (R&D). Images were captured and analyzed with Fiji software.

### B-MF conversion assay

BM Lin^−^ (TER119, CD11b, Gr-1, CD3ε, NK1.1 or CD49b, Ly6C, Ly6G, CD11c)^−^ CD19^+^ B cells were isolated from C57BL/CJ or BALB/CJ mice using FACSAria^TM^ Fusion sorter and 10^6^/ml B cells were cultured in 50% cancer CM in cRPMI for 7 days in Nunc™ Multidishes with UpCell™ Surface (Thermo Fisher) without changing media for 7 days. 70z/3 pre-B cells (10^5^/ml) were cultured in 50% cancer CM for up to 30 days with a replenishing culture medium every 3–4 days. Adherent cells (macrophages) were harvested by detaching them at 4 °C for 15 min in PBS. For Giemsa staining, B-MF was fixed with ethanol for 5 min, and Wright-Giemsa stained according to the manufacturer’s instructions. CSF1R receptor signaling was blocked with Ki20227 (R&D).

### In vitro assays

For bacterial uptake assay, E. coli (Thermo Fisher) labeled with pHrodo™ red (0.1 mg/ml) were cultured with B-MF generated from RAG2-GFP for 2 h. Cells were washed with PBS, fixed with 4% formaldehyde, and stained with DAPI. For phagocytosis of apoptotic cancer cells, ID8-RFP cells (10^6^/ml) were pretreated with 300 nM gemcitabine hydrochloride (Sigma, St. Louis, MO) for 24 h, then washed with PBS and cultured with macrophages for 2 h. Macrophages were stained with anti-F4/80-FITC Ab, and DAPI and phagocytosis was evaluated using Zeiss LSM 710 (Carl Zeiss AG, Jena, Germany) and analyzed with Fiji software. For macrophage proliferation test, BrdU (10 μM, BD) was added to macrophage cultures on day 5, and the BrdU incorporation was quantified on day 7 using FACSymphony^TM^ and analyzed by FlowJo.

T-cell suppression assay was described elsewhere^12^. Briefly, splenic T cells isolated with CD3^+^ T-cell enrichment column (R&D) were labeled with eFluor^TM^ 450 and cultured with macrophages at 1:10, 1:20, and 1:40 E:T ratios in 96-well flat-bottom plates coated with 5 μg/ml anti-mouse CD3e antibody (clone 145-2C11, BD) and free anti-mouse CD28 antibody (2 μg/ml, clone 37.51, BD) for 4 days. The Treg conversion assay was described elsewhere^5^. In brief, FACS-sorted splenic CD4^+^CD25^−^ T cells were cultured with macrophages at 1:5, 1:10, and 1:20 E:T ratios in plates coated with 5 μg/ml anti-mouse CD3e antibody and free recombinant murine IL-2 (5 ng/ml, PeproTech, Rocky Hill, NJ) in for 5 days. Control T cells were cultured with recombinant mouse TGF-β1 (5 ng/ml, R&D) in cRPMI without macrophages.

### In vivo experiments

For evaluation of macrophages in vivo, tumor cells were subcutaneously injected into congenic mice, such as 4T1.2 cells and EMT6 cells (1 × 10^6^) in BALB/cJ and μMT mice, and B16-F10, and AT3 and MC38 cells (1 × 10^6^) in C57BL/6 J, J_H_T or Mb1-EYFP mice. ID8-p53^−/−^-RFP cells (5 × 10^6^) were i.p. injected into C57BL/6 J mice. Spontaneous Mogp cancer grows in the peritoneum of C57BL/6^6^. For in vivo B-MF generation study, C57BL/6 J mice with ID8-p53^−/−^-RFP cells (5 × 10^6^) in PeC were i.p. injected with BM Lin^−^CD19^+^EYFP^+^ B cells (5 × 10^6^) sort-purified from Mb1-cre-EYFP mice and then 7 days later, the PeC lavage cells were FACS evaluated. To evaluate the tumor-supporting role of B-MF in vivo, μMT mice were intravenously injected with 3 × 10^5^ in vitro-generated B-MF or PBS 3 and 7 days after subcutaneous challenge with B16-F10 melanoma cells (day 0) or 4T1.2 breast cancer cells (0.5 × 10^5^) in the fourth mammary gland and the lungs were analyzed as we previously described^5,6^. Tumor volume (V = a × b, mm^2^) for B16 melanoma was measured on days 11, 14, 16, 18, and 21, and on day 21, mice were euthanized to evaluate tumor weight and T cells. For B-MF tracking experiment, in vitro-generated B-MF from BALB/c mice were eFluor^TM^ 450 labeled and i.v. injected (5 × 10^5^ cells/mouse) into μMT BALB/c mice with 14-day s.c. 4T1.2 tumor. To compare B-MF to B cells, μMT BALB/c mice were i.v. injected with naïve BALB/c mouse in vitro-generated B-MF or FACS-purified FOB (3 × 10^5^ cells/mouse) 3 and 7 days after s.c. challenge with 4T1.2 cells. Lung mets and TILs were quantified at day 30 post-tumor challenge.

### Cellular cholesterol content quantification

Macrophages were fixed with 4% formaldehyde solution in TBS for 5 min, then after TBS washes, they were incubated with Filipin III at 1:100 dilution in TBS (5 mg/ml stock in 100% ethanol, Cayman, Ann Arbor, MI) for 60 mins in the dark. Cells were washed with TBS, and lipids were quantified with Zeiss LSM 710 and Fiji software, as described above.

### mRNA microarray

For the collected biological samples, the standard RNA extraction protocol was performed by RNeasy Plus Micro kits (QIAGEN, Hilden, Germany), and genome-wide expression was measured using the Agilent platform (Mouse 8X60K v2 and Hs 8X60K v3, Agilent, Santa Clara, CA, USA) according to the manufacturer's instruction. Principal Component Analysis (PCA) was performed using the Prcomp R function with expression values. Differentially expressed genes (DEGs) were assessed using the moderated (empirical Bayesian) *t*-test implemented in the limma package (version 3.14.4)^52^, and correction for multiple hypothesis testing was accomplished by calculating the Benjamini–Hochberg false discovery rate. Enriched pathways were discovered by GSEA tool^53^ with Molecular Signature Database v7.4. All microarray analyses were performed using the R environment for statistical computing (version 3.6.2).

### scRNA-seq

Sort-purified single-cell suspensions were loaded into a 10× Chromium controller (10x Genomics, Pleasanton, CA, USA) and converted to a barcoded single-cell RNA expression library according to the standard protocol of the Chromium Next GEM Single cell 3’ kit (v3.1 chemistry) in Laboratory of Immunology and Molecular Biology, National Institute on Aging, and the single-cell 3’ gene expression libraries were sequenced on NovaSeq 6000 (Illumina, San Diego, CA, USA) in the Genomics Core facility of the Johns Hopkins School of Medicine. Raw sequencing data were processed using the Cell Ranger version 5.0 (10x Genomics, Pleasanton, CA, USA) pipeline. The raw gene expression matrix was normalized and scaled using the SCTransform method^54^ in the Seurat R package (version 4.0)^55^. The minimum number of detected genes was set to 1000, and genes were chosen when they were detected in more than three cells. Dimension reduction was performed using principal component analysis (PCA). For visualizing the generated clustering, we used the Uniform Manifold Approximation and Projections (UMAP) plot. We defined clusters with a leiden algorithm using shared nearest neighbor (SNN) in PCA space. From in vitro B-MF and Mo-MF, we generated a total of 12 clusters for in vitro samples (0–11). Integration of in vivo samples with canonical correlation analysis (CCA) was performed, and we generated 13 clusters for in vivo tumor macrophage samples (0–12). Finally, we performed a nonparametric Wilcoxon rank-sum test to search for highly expressed genes in the clusters. In addition, human tumor single-cell transcriptomes were downloaded from GEO (GSE114725, and GSE146026) and also processed with the same pipeline described. We used only macrophage clusters for downstream analysis. All single-cell analyses were performed using the R environment for statistical computing (version 4.0.5).

### ATAC-seq

We utilized a Hi-Seq 2000 machine to sequence the ATAC-seq libraries (Illumina, San Diego, CA). We prepared 12 pair-end ATAC-seq libraries including BM CSF1R (±) and Spleen CSF1R (±) samples (*n* = 3 per group). In total, 369 M reads were sequenced, and average 31 M reads were sequenced per sample. We applied NIEHS TaRGETII ATAC-seq pipelines, which are available to the genomics community. All raw reads were trimmed using cutadapt package, and trimmed reads (>36 bp minimum alignment length) were mapped against the mm10 reference genome using BWA aligner^56^. We used de-duplicated and uniquely mapped reads for peak calling analysis after excluding black-list regions defined by ENCODE^57^. The candidate peaks were predicted by MACS peak calling tool^58^. In addition, we also applied the DESeq2^59^ to determine differentially accessible regions (DARs); cutoff: Fold change > 1.5, log2CPM > 1.2, FDR < 0.05. The differentially accessible regions were submitted for the search of potential transcription factor binding sites using HOMER software^60^. We used non-DARs as background regions in de novo motif analysis.

### Statistical analysis

The results are presented as the mean with each individual data point or in bar graph ± SEM. GraphPad Prism (Prism 6; GraphPad Software, Inc) was used to perform statistical analysis. Data were analyzed using Welch *t*-test or one-way ANOVA. A *P*-value less than 0.05 was considered significant (****P < 0.0001, ***P < 0.001, **P < 0.01, and *P < 0.05).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The authors declare that the data that support the findings of this study are available within the Article and its Supplementary Information file. RNA-seq and ATAC-seq data are deposited in https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178716 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180285. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Ganti SN, Albershardt TC, Iritani BM, Ruddell A (2015). Regulatory B cells preferentially accumulate in tumor-draining lymph nodes and promote tumor growth. Sci. Rep..

[2] Lee-Chang C (2016). Aging converts innate B1a cells into potent CD8+ T cell inducers. J. Immunol..

[3] Gu Y (2019). Tumor-educated B cells selectively promote breast cancer lymph node metastasis by HSPA4-targeting IgG. Nat. Med..

[4] Li Q (2011). Adoptive transfer of tumor reactive B cells confers host T-cell immunity and tumor regression. Clin. Cancer Res..

[5] Olkhanud PB (2011). Tumor-evoked regulatory B cells promote breast cancer metastasis by converting resting CD4^+^ T cells to T-regulatory cells. Cancer Res..

[6] Bodogai M (2015). Immunosuppressive and prometastatic functions of myeloid-derived suppressive cells rely upon education from tumor-associated B cells. Cancer Res..

[7] Olkhanud PB (2011). Thymic stromal lymphopoietin is a key mediator of breast cancer progression. J. Immunol..

[8] Wejksza K (2013). Cancer-produced metabolites of 5-lipoxygenase induce tumor-evoked regulatory B cells via peroxisome proliferator-activated receptor alpha. J. Immunol..

[9] Kusmartsev S, Gabrilovich DI (2006). Effect of tumor-derived cytokines and growth factors on differentiation and immune suppressive features of myeloid cells in cancer. Cancer Metastasis Rev..

[10] Movahedi K (2010). Different tumor microenvironments contain functionally distinct subsets of macrophages derived from Ly6C(high) monocytes. Cancer Res..

[11] Ragonnaud E (2019). Tumor-derived thymic stromal lymphopoietin expands bone marrow B-cell precursors in circulation to support metastasis. Cancer Res..

[12] Olkhanud PB (2009). Breast cancer lung metastasis requires expression of chemokine receptor CCR4 and regulatory T cells. Cancer Res.

[13] Xie H, Ye M, Feng R, Graf T (2004). Stepwise reprogramming of B cells into macrophages. Cell.

[14] Nutt SL, Heavey B, Rolink AG, Busslinger M (1999). Commitment to the B-lymphoid lineage depends on the transcription factor Pax5. Nature.

[15] Audzevich T (2017). Pre/pro-B cells generate macrophage populations during homeostasis and inflammation. Proc. Natl Acad. Sci. USA.

[16] Lelekakis M (1999). A novel orthotopic model of breast cancer metastasis to bone. Clin. Exp. Metastasis.

[17] Stanley ER, Cifone M, Heard PM, Defendi V (1976). Factors regulating macrophage production and growth: identity of colony-stimulating factor and macrophage growth factor. J. Exp. Med..

[18] Almeida SR (2001). Mouse B-1 cell-derived mononuclear phagocyte, a novel cellular component of acute non-specific inflammatory exudate. Int. Immunol..

[19] Liu Z, Gu Y, Shin A, Zhang S, Ginhoux F (2020). Analysis of myeloid cells in mouse tissues with flow cytometry. STAR Protoc..

[20] Kitamura D, Roes J, Kuhn R, Rajewsky K (1991). A B cell-deficient mouse by targeted disruption of the membrane exon of the immunoglobulin mu chain gene. Nature.

[21] Gimpl G (2010). Cholesterol-protein interaction: methods and cholesterol reporter molecules. Subcell. Biochem..

[22] Chen J (1993). Immunoglobulin gene rearrangement in B cell deficient mice generated by targeted deletion of the JH locus. Int. Immunol..

[23] Holness CL, da Silva RP, Fawcett J, Gordon S, Simmons DL (1993). Macrosialin, a mouse macrophage-restricted glycoprotein, is a member of the lamp/lgp family. J. Biol. Chem..

[24] Hobeika E (2006). Testing gene function early in the B cell lineage in mb1-cre mice. Proc. Natl Acad. Sci. USA.

[25] Chen W, Ten Dijke P (2016). Immunoregulation by members of the TGFbeta superfamily. Nat. Rev. Immunol..

[26] Francisco LM, Sage PT, Sharpe AH (2010). The PD-1 pathway in tolerance and autoimmunity. Immunol. Rev..

[27] Schriek P (2022). Marginal zone B cells acquire dendritic cell functions by trogocytosis. Science.

[28] Nygren JM (2004). Bone marrow-derived hematopoietic cells generate cardiomyocytes at a low frequency through cell fusion, but not transdifferentiation. Nat. Med..

[29] Viola A, Munari F, Sanchez-Rodriguez R, Scolaro T, Castegna A (2019). The metabolic signature of macrophage responses. Front. Immunol..

[30] Xiang W (2018). Monoacylglycerol lipase regulates cannabinoid receptor 2-dependent macrophage activation and cancer progression. Nat. Commun..

[31] Xie Y (2010). Naive tumor-specific CD4(+) T cells differentiated in vivo eradicate established melanoma. J. Exp. Med..

[32] Ohno H (2006). A c-fms tyrosine kinase inhibitor, Ki20227, suppresses osteoclast differentiation and osteolytic bone destruction in a bone metastasis model. Mol. Cancer Ther..

[33] Delogu A (2006). Gene repression by Pax5 in B cells is essential for blood cell homeostasis and is reversed in plasma cells. Immunity.

[34] Ng AP (2020). An Erg-driven transcriptional program controls B cell lymphopoiesis. Nat. Commun..

[35] Taoudi S (2011). ERG dependence distinguishes developmental control of hematopoietic stem cell maintenance from hematopoietic specification. Genes Dev..

[36] Himes SR, Cronau S, Mulford C, Hume DA (2005). The Runx1 transcription factor controls CSF-1-dependent and -independent growth and survival of macrophages. Oncogene.

[37] Corces MR (2016). Lineage-specific and single-cell chromatin accessibility charts human hematopoiesis and leukemia evolution. Nat. Genet..

[38] Azizi E (2018). Single-cell map of diverse immune phenotypes in the breast tumor microenvironment. Cell.

[39] Izar B (2020). A single-cell landscape of high-grade serous ovarian cancer. Nat. Med..

[40] Wynn TA, Chawla A, Pollard JW (2013). Macrophage biology in development, homeostasis and disease. Nature.

[41] Donadon, M. et al. Macrophage morphology correlates with single-cell diversity and prognosis in colorectal liver metastasis. *J. Exp. Med.***217**, e20191847 (2020).10.1084/jem.20191847PMC759681932785653

[42] Jeon H, Blacklow SC (2005). Structure and physiologic function of the low-density lipoprotein receptor. Annu. Rev. Biochem..

[43] Madenspacher, J. H. et al. Cholesterol 25-hydroxylase promotes efferocytosis and resolution of lung inflammation. *JCI Insight***5**, e137189 (2020).10.1172/jci.insight.137189PMC730806332343675

[44] Chen CL, Huang SS, Huang JS (2008). Cholesterol modulates cellular TGF-beta responsiveness by altering TGF-beta binding to TGF-beta receptors. J. Cell Physiol..

[45] Shojaei F (2009). G-CSF-initiated myeloid cell mobilization and angiogenesis mediate tumor refractoriness to anti-VEGF therapy in mouse models. Proc. Natl Acad. Sci. USA.

[46] Yu W (1999). Continued RAG expression in late stages of B cell development and no apparent re-induction after immunization. Nature.

[47] Qin Z (1998). B cells inhibit induction of T cell-dependent tumor immunity. Nat. Med..

[48] Gaidamakov S (2014). Targeted deletion of the gene encoding the La autoantigen (Sjogren’s syndrome antigen B) in B cells or the frontal brain causes extensive tissue loss. Mol. Cell Biol..

[49] Hand PH, Robbins PF, Salgaller ML, Poole DJ, Schlom J (1993). Evaluation of human carcinoembryonic-antigen (CEA)-transduced and non-transduced murine tumors as potential targets for anti-CEA therapies. Cancer Immunol. Immunother..

[50] Gatti-Mays ME (2020). A phase II single arm pilot study of the CHK1 inhibitor prexasertib (LY2606368) in BRCA wild-type, advanced triple-negative breast cancer. Oncologist.

[51] Lee JM (2018). Prexasertib, a cell cycle checkpoint kinase 1 and 2 inhibitor, in BRCA wild-type recurrent high-grade serous ovarian cancer: a first-in-class proof-of-concept phase 2 study. Lancet Oncol..

[52] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[53] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[54] Hafemeister C, Satija R (2019). Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. Genome Biol..

[55] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[56] Li H, Durbin R (2010). Fast and accurate long-read alignment with Burrows-Wheeler transform. Bioinformatics.

[57] Amemiya HM, Kundaje A, Boyle AP (2019). The ENCODE Blacklist: identification of problematic regions of the genome. Sci. Rep..

[58] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[59] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[60] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

# Supplementary material for: Cancer co-opts differentiation of B-cell precursors into macrophage-like cells
**Source:** Nat Commun. 2022 Sep 14;13:5376. doi: 10.1038/s41467-022-33117-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differential expression of genes of in vitro generated B-MF (BBCM4TCM) as compared to BM B cells culture in B-cell medium. Microarray data.

File Name: Supplementary Data 2

Description: Differential expression of genes of in vitro generated B-MF (BBCM4TCM) as compared to monocyte-derived macrophages. Microarray data.

File Name: Supplementary Data 3

Description: Unique scRNA-seq transcription profile of B-MF as compared to Mo-MF.

How the deposited data were processed for this re-analysis (not part of the article)

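The data comprise 12 ATAC-seq libraries of B-cell precursors (BMBP), 3 each of CSF1R+ and CSF1R− cells from BM and spleen of untreated mice, and scRNA-seq of 2 B-MF and 2 Mo-MF cultures and of TAM sorted from 4 mice with 4T1.2 cancer. Samples were grouped by the labels the authors gave them and by the paper's text. The labels call the cells of the ATAC-seq samples macrophages, while the paper describes them as BMBP, the name used here. For tissue and CSF1R, labels and paper match. The microarrays, flow cytometry and human samples of the paper were not used here.

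For ATAC-seq, the authors trimmed the reads, aligned them to mm10 with BWA, kept unique alignments without duplicates or blacklisted regions, and called peaks with MACS in each library. Their deposited lists give each peak's position, its fold enrichment and the −log10 of its p-value and q-value, and no read counts. The paper gives the average number of reads per sample, and the depth of each single library is unknown. Peaks overlapping by at least 1 base were merged into regions across libraries and each region was scored for a peak in each library. Distances between libraries were Jaccard distances, compared by pseudo-F with every split of the libraries. Differences between CSF1R+ and CSF1R− cells were counted as regions with a peak in all 3 libraries of one group and in none of the other. Motif cores were counted in windows of 200 bases in the GRCm38 sequence and compared by Fisher's exact test. The counting was run on 40000 simulated regions, of which 200 were given exactly the pattern that is counted. Their recovery of 100% was fixed by this, so it checks the counting and not the finding of real differences. Gene positions are from the GENCODE annotation of GRCm38.

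For scRNA-seq, the authors counted transcripts with Cell Ranger, set a minimum of 1000 detected genes per cell, corrected the counts with SCTransform and deposited the natural log of 1 plus each corrected count. All values above 0 gave a whole number within 1e-06 when converted back, and counts from before the correction were not used. Count models were therefore not fitted, and precision is given by the spread between libraries. For each library the converted values were averaged over cells. Log2 of the mean plus 0.1 was compared with limma's lmFit and eBayes for genes with a mean of at least 0.1, with Benjamini-Hochberg adjustment. Gene sets were tested with camera, at a preset correlation of 0.01, and fry. In data simulated for B-MF against Mo-MF on 8633 genes, 99.5% of 200 changed genes were recovered and 2.93% of the calls were unchanged genes. The planted differences were at least 1 on the log2 scale, and noise was drawn for each gene alone, without shifts of a whole library. These shares therefore do not give the recovery of smaller differences or the share of false calls in the real data. With 2 libraries per cell type, the estimate of spread rests largely on sharing it across genes. The mitochondrial-encoded genes, immediate-early, heat shock, B-cell, cell cycle, cholesterol synthesis and interferon response genes were tested as further sets.

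Cells were clustered with the Leiden algorithm on a graph of 20 neighbors from 30 principal components of the 2000 most variable genes, at resolution 0.5. Markers of cell types were fixed before the data were examined. Some details were chosen after seeing the data: a type was assigned where at least 3 markers and no fewer than 50% of them were above the average over clusters, clusters with 2 or more fibroblast or basophil genes among their 10 leading genes stayed unnamed, and TAM clusters were compared only with at least 10 cells in every library. Doublets were not removed and no doublet caller was run. The TAM libraries could not be matched to single mice in the labels, so values are given per library. The difference of B-MF genes between TAM clusters was tested by 100000 permutations of cluster labels within libraries. Signatures of 50 genes were correlated across cells within each library and tested over libraries by exact sign flips.

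Genes named in the text were chosen by a rule set at the same point: genes the paper names for B-MF, B-cell genes, the 5 largest differences in each direction that separate all libraries and, for ATAC-seq, the 3 BM CSF1R+ only regions with the best mean rank and regions at Csf1r and Pax5. Alternatives tried were a stricter q-value, peak lists of equal length, other overlap rules, other motif backgrounds and windows, other pseudocounts, scaling and filters, other resolutions and numbers of components, cells without other types, other signature sizes and controls, the replicate number as a block, and each replicate left out in turn. The copy of Supplementary Data 1 used here is shortened, so no set test was run on it. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9, leidenalg 0.10.2, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.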

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

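The test of S100a8 and S100a9 in TAM and the clusterings without marker genes were chosen only after the results were seen; the tests of B-cell genes in TAM and of S100a8 in Mo-MF were set before.

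In the TAM libraries, 49.04% of cells lay in clusters that met neutrophil markers, a population the paper does not report. S100a8 and S100a9 are among these markers, so the cells were clustered again without both genes and clusters were named from Csf3r, Retnlg and Cxcr2. Clusters raised for these 3 genes then held 49.1% of cells and 90.1% of the S100a8 and S100a9 counts, with 88.0%, 92.4%, 88.0% and 91.1% in libraries 2 to 5. The mean of Csf1r was 0.340 in the neutrophil-like clusters against 2.12 in monocyte/macrophage-like clusters. Most S100a8 and S100a9 counts are thus consistent with neutrophil-like cells among the sorted cells. The monocyte/macrophage-like clusters still had a mean of 54.6 S100a8 counts, against 486 in the neutrophil-like ones. Clusters 10, 11 and 14 had means of only 2.72, 0.903 and 0.278. This argues against free RNA spread evenly over all droplets as the source of the 54.6. The B-cell-like clusters 8 and 13 had 31.2 and 22.9, and the dendritic-cell-like cluster 9 had 12.8. How much of the 54.6 is expression thus stays open. A biological reason for the number of neutrophil-like cells in the tumor was not tested, since TAM are a single condition.

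B-cell-like clusters held 243 of the TAM cells (2.23%), with 8, 52, 74 and 109 cells in libraries 2 to 5. They held 92.6% of the Cd79a and Cd79b counts, also when both genes were left out of the clustering and of the markers, so the B-cell transcripts come from few cells and are consistent with B cells among the sorted cells. In library 2, with 8 such cells, the share was 56.5%. Whether the cells entered through the sort or were intermediates of conversion was not tested.

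Among Mo-MF, 1018 cells (9.95%; 10.4% and 9.56% per library) lay in clusters meeting neutrophil markers, against 3 B-MF cells. They held 97.3% of the S100a8 counts of Mo-MF, and 97.4% when S100a8 and S100a9 were left out of the clustering and of the markers, so neutrophil-like cells in the Mo-MF culture may account for most of the level of this gene. Without the neutrophil-like cells, the log2 difference of S100a8 went from -7.90 to -3.31 and that of S100a9 from -8.77 to -3.83, with adjusted p of 1.63e-06 and 8.20e-06 from limma. The remaining Mo-MF cells had a mean of 1.43 S100a8 counts against 474 in the neutrophil-like cells, and whether this rest is expression or free RNA from neutrophil-like cells was not tested.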

How the results depend on the processing

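The covering rule for peaks and the signatures from cultured cells outside other cell types were chosen after seeing the data; all other alternatives were set before the data were examined.

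With peak lists of equal length, BM CSF1R+ only and CSF1R− only regions went from 621 and 510 to 371 and 334, and spleen ones from 445 and 34 to 160 and 111. None of the 621 was among the 371. The share of BM CSF1R+ only regions without a spleen peak went from 77.3% to 57.7%, and the difference in CSF1R separation between BM and spleen from 0.146 to 0.616, still above a p of 0.05 (exact permutation test, p = 0.11). Requiring a peak in only 2 of 3 libraries gave 3178 and 2356 regions in BM and 1972 and 322 in spleen, as a looser rule must. Counting a peak that covers 50% of a region or lies 50% within it changed no value, because a merged region contains its peaks.

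Leaving out each replicate gave 856 to 2441 BM CSF1R+ only, 871 to 1542 BM CSF1R− only, 716 to 1447 spleen CSF1R+ only and 75 to 176 spleen CSF1R− only regions, counts that rise because fewer libraries must share a peak. In BM the CSF1R− count was the higher in 3 of the 6 cases, without CSF1R+ replicate 2 and without CSF1R− replicates 1 and 2. The share without a spleen peak was 72.2% to 80.3%, and pseudo-F was 22.9 to 25.1 for tissue, 1.12 to 1.76 for CSF1R in BM and 1.12 to 1.64 in spleen. The difference in CSF1R separation between BM and spleen ranged from -0.223 to 0.481. It reversed to -0.0873 without BM CSF1R+ replicate 2, -0.0149 without BM CSF1R+ replicate 3, -0.159 without BM CSF1R− replicate 1 and -0.223 without spleen CSF1R− replicate 3. The cause was not tested.

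Leaving out each cultured library gave 1103 to 3859 genes higher and 913 to 2934 lower in B-MF. The share of higher genes among the calls, 57.3% over all libraries, was 43.6% without B-MF replicate 1 and 70.2% without B-MF replicate 2. Cells in separate clusters were 87.8% to 89.8%. The median of the oxidative phosphorylation genes was 0.14 to 0.16, and without Mo-MF replicate 1 it was 0.14 with a camera p of 0.0847. The fry p was 0.0845 without B-MF replicate 1 and 0.0837 without B-MF replicate 2, so one of the tests lost its call in 3 of the 4 cases. A group left with 1 library was assumed to vary like the other. Of 308 values of 24 named genes, 299 kept their direction and side of the threshold. Igkc, BC100530, Ngp and Lcn2 had no value when clusters of other cell types were left out. Igkc, at -1.98 and not past the threshold, reversed to 0.45 without Mo-MF replicate 1 and was -4.41 without replicate 2, because a cell of replicate 1 holds most of its counts. Pltp and Tgfb1 lost their call without either Mo-MF library.

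The correlation of the signatures across TAM reversed to 0.0227 in monocyte/macrophage-like clusters, to 0.136 against matched control genes, to 0.198 with signatures from cultured cells outside other types, and to 0.236 with both. Left-out libraries gave -0.340 to -0.309. The F statistic of the 4 B-MF genes was 135 to 236 without each library, and kept its side of the threshold in all alternatives.

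Libraries shared replicate numbers, and deviations of same-numbered ATAC-seq libraries correlated at most at 0.0926. With 3 libraries per group, such low correlations give no clear sign of pairing by number and cannot exclude it. The 2 same-numbered pairs of cultured libraries gave 0.126, too few to pair them. With the number as a block, pseudo-F was 25.9 for tissue, 1.60 for BM and 1.29 for spleen, and 2238 genes were higher and 1670 lower in B-MF. Adjusted over the 8 gene sets, the oxidative phosphorylation set had a limma camera p of 0.0621 and a fry p of 0.0904 under the block, so it no longer passed the threshold in either test. The mitochondrial-encoded and cholesterol synthesis sets passed camera, with an adjusted limma p of 7.96e-06 and 1.03e-05, but not fry, with 0.0904 for both. The B-cell set no longer passed fry (adjusted p = 0.928 from limma), and the immediate-early and interferon response sets passed both tests.

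The depth of each single library is not known for the peak lists, and the single-cell counts were corrected to a shared depth. No limit from depth is therefore given.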

Differences from the paper's values

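The paper's Fig. 6e shows about 190 regions less accessible in BM CSF1R+ than CSF1R− cells, read by eye, against 510 BM CSF1R− only regions here. The measures differ, since the paper tested read counts and peaks were scored here as present or absent. None of the alternatives set before the data were examined brought the value within 1.5 times of the paper's: a −log10 q of at least 5 gave 501, equal lists 334, a peak in at least 2 of 3 libraries 2356, the 50% overlap rule and the replicate block 510, and leaving out each replicate 871 to 1542.

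For statements rather than values, the paper reports no region differing between CSF1R+ and CSF1R− cells in spleen, while 445 and 34 regions had a peak in all libraries of one group only. With equal lists these were 160 and 111. The paper finds BM and spleen parted on its second component, and here the first coordinate parted them. The paper finds B-MF genes in TAM clusters, some of which it proposes as most likely B-MF. In all 4 libraries here, the 3 clusters highest for Egr1, Ier2, Ier3 and Slc40a1 met neutrophil markers. The paper tested cells and libraries were compared here, and its cluster numbers were not matched to the clusters here.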

Other observations

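Tests of the equal lists as a reason for the spleen counts, of the place where lists end for the BM regions, of the other immediate-early genes in B-MF and TAM, of the neutrophil-like top clusters and of neutrophil genes in the signature were chosen only after the results were seen. The other tests here were set before.

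Egr1, Ier2 and Ier3 were higher in B-MF, with a median log2 difference of 1.58. Of the other 15 immediate-early genes, 11 were also higher past the threshold and none lower, with a median of 0.83. Heat shock genes did not differ as a set (limma's camera, adjusted p = 0.911). An immediate-early response to cell isolation is a candidate explanation for part of the difference, and a difference in signaling between the cultures stays open as an untested biological one.

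In TAM the same 3 genes followed the other immediate-early genes across clusters, with rank correlations of at least 0.6 in every library, so the isolation of the cells may contribute to where they are highest. Slc40a1, which is not an immediate-early gene, also followed the 3 genes, with a lowest correlation of 0.527, which argues against such a response as the whole reason. The neutrophil-like clusters made up 12 of the 12 top places, counting the 3 highest clusters of the 4 libraries. This count restates what was first seen. A further neutrophil-like cluster, 7, had a low mean of the 4 genes (-0.232 on the standardised scale). Among the 10 clusters compared, the highest values thus lay in neutrophil-like clusters, though not every such cluster was high. What makes the values high in these clusters stays open. The mean of the 4 genes was -0.323 in the macrophage-like cluster 6 and -0.145 in the monocyte-like cluster 1. Cluster 6 was the lower in every library, although its mean of S100a8 was higher, at 86.1 against 50.2. For these clusters, this argues against neutrophil-like cells as the reason for the whole pattern. Ier2 and Ier3 were lower in cluster 6, while Slc40a1 and, over all cells, Egr1 were higher there. Monocyte/macrophage-like clusters alone also differed (permutation p = 0.0117), but these clusters were formed from the same values and had a mean of 54.6 S100a8 counts, so this p decides nothing.

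The opposition of B-MF and Mo-MF signatures across TAM cells was lost within monocyte/macrophage-like clusters, where the mean correlation was 0.0227. Neutrophil genes in the Mo-MF signature may be the reason, because this score was highest in the 4 neutrophil-like clusters. With signatures from cultured cells outside other cell types, chosen after seeing the data, the mean was 0.198, and 0.236 within monocyte/macrophage-like clusters.

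Chance could not be excluded for the BM CSF1R+ only regions, since 3 of 10 splits had as many regions on a side, or for the spleen CSF1R+ only regions, with 1 of 10, as 10 splits cannot give a share under 0.05. With lists of equal length the order was the opposite: the BM CSF1R+ only count, 371, was above that of every other split, at most 339, while in spleen other splits reached 219 against 160. It was excluded for the separation of BM from spleen, for which 1 split of all those into 6 and 6, the real one, reached the value. With lists of equal length, the ratio of CSF1R+ only to CSF1R− only regions was 1.11 in BM and 1.44 in spleen. In spleen the number of peaks per library may thus account for much of the excess. In BM the excess is small on either count and turned around in 3 of the 6 cases with a replicate left out, and the number of peaks cannot be told apart from a true one.

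The regions' peaks ranked low, with 16.3 as the median percentile over libraries, so equal lists, which drop the weakest peaks, were bound to find few of the 621 again. They found 0%, which decides nothing on the place where each list ends. Among peaks with a −log10 q of at least 5, 475 of 621 (76.5%) were found again. This filter kept 96.8% to 98.4% of the peaks, so it is a weak test of persistence. Weak peaks near the threshold thus cannot be told apart from differences in accessibility. Markers of myeloid cells held 0 of the 621 and 1 of the 510 regions (Fisher's exact p = 0.451), too few to decide on myeloid cells among the sorted cells. The ETS and RUNX cores were also enriched in the regions found with equal lists, with odds ratios of 2.16 and 1.56, and a difference between the cells stays open.

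Igkc was at 3.26 corrected counts per cell in Mo-MF replicate 1 and at 0.0160 in replicate 2. The top 1% of cells held 99.2% of its counts in replicate 1, and a single cell held 15611 of 15795, which argues against free RNA in the droplets. Ighm was higher in B-MF, with a log2 difference of 1.71 (adjusted p = 4.96e-07 from limma).

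The paper reports higher surface CD274 (PD-L1) on B-MF. Its transcript was lower in B-MF here, with a log2 difference of -1.30 (adjusted p = 6.54e-07 from limma), and mean corrected counts of 0.911 and 0.902 against 2.44 and 2.32. Cholesterol synthesis genes were higher (median log2 difference 0.54, limma's camera, adjusted p = 1.36e-06) and interferon response genes lower in B-MF (-0.92, limma's camera, adjusted p = 1.85e-07). Both calls held under fry, but with the replicate number as a block only that of the interferon response genes did. The whole set of 18 immediate-early genes was higher as well (median 1.04, limma's camera, adjusted p = 1.78e-07). The 10 cell cycle genes did not differ as a set (limma's camera, adjusted p = 0.338), although 4 of them were higher and 1 lower past the threshold. Cultured clusters that met the proliferation markers, with 915, 382 and 21 cells, were 52.7%, 99.7% and 95.2% B-MF. The B-cell set held only Ighm and Igkc above the filter, with a median of -0.13 while camera and fry pointed up, and it passed the threshold under fry alone (adjusted p = 0.0205 from limma).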
